# Inducible Deletion of YAP and TAZ in Adult Mouse Smooth Muscle Causes Rapid and Lethal Colonic Pseudo-Obstruction

**DOI:** 10.1016/j.jcmgh.2020.09.014

**Published:** 2020-09-28

**Authors:** Fatima Daoud, Johan Holmberg, Azra Alajbegovic, Mario Grossi, Catarina Rippe, Karl Swärd, Sebastian Albinsson

**Keywords:** WWTR1, YAP1, Gastrointestinal, Contractility, TEAD, Constipation, Muscarinic, CCh, carbachol, Ctrl, control, DAPI, 4′,6-diamidino-2-phenylindole, GI, gastrointestinal, HRP, horseradish peroxidase, mRNA, messenger RNA, MRTF, myocardin-related transcription factor, mT/mG, membrane-targeted tandem dimer tomato/ membrane-targeted green fluorescent protein, *P*adj, adjusted *P* value, SRF, serum response factor, TEAD, TEA domain, Y/T KO, YAP/TAZ knockout

## Abstract

**Background & Aims:**

YAP (*Yap1*) and TAZ (*Wwtr1*) are transcriptional co-activators and downstream effectors of the Hippo pathway, which play crucial roles in organ size control and cancer pathogenesis. Genetic deletion of YAP/TAZ has shown their critical importance for embryonic development of the heart, vasculature, and gastrointestinal mesenchyme. The aim of this study was to determine the functional role of YAP/TAZ in adult smooth muscle cells in vivo.

**Methods:**

Because YAP and TAZ are mutually redundant, we used YAP/TAZ double-floxed mice crossed with mice that express tamoxifen-inducible CreER^T2^ recombinase driven by the smooth muscle–specific myosin heavy chain promoter.

**Results:**

Double-knockout of YAP/TAZ in adult smooth muscle causes lethality within 2 weeks, mainly owing to colonic pseudo-obstruction, characterized by severe distension and fecal impaction. RNA sequencing in colon and urinary bladder showed that smooth muscle markers and muscarinic receptors were down-regulated in the YAP/TAZ knockout. The same transcripts also correlated with YAP/TAZ in the human colon. Myograph experiments showed reduced contractility to depolarization by potassium chloride and a nearly abolished muscarinic contraction and spontaneous activity in colon rings of YAP/TAZ knockout.

**Conclusions:**

YAP and TAZ in smooth muscle are guardians of colonic contractility and control expression of contractile proteins and muscarinic receptors. The knockout model has features of human chronic intestinal pseudo-obstruction and may be useful for studying this disease.

**Summary**

In this article, we examine the role of YAP/TAZ in gastrointestinal smooth muscle using an inducible knockout model. Deletion of YAP/TAZ caused rapid lethality resulting from colonic pseudo-obstruction. This was associated with reduced expression of muscarinic receptors and contractile proteins.

YAP (*Yap1*) and TAZ (*Wwtr1*) are transcriptional co-activators inhibited by large tumor suppressor kinase in the Hippo signaling pathway.^1^, ^2^, ^3^ YAP and TAZ play essential roles in organ size control via effects on cell proliferation and survival,^1^^,^^2^ and they mediate many of their biological functions via TEA-domain (TEAD) transcription factors.^4^^,^^5^ YAP and TAZ can be activated by substrate stiffness, actin dynamics,^6^ and via G-protein–coupled receptors independently of the Hippo pathway.^7^ YAP and TAZ are inhibited by cell–cell contact, allowing for cell density–dependent regulation of proliferation.^8^ Because of their importance in growth control, YAP and TAZ have attracted considerable attention in the cancer field, and efforts are made to target them for cancer therapy, including cancers arising in the gastrointestinal (GI) tract.^3^^,^^9^^,^^10^

Another family of transcriptional co-activators that is controlled by mechanical cues and actin dynamics similar to YAP/TAZ is the myocardin-related transcription factors (MRTF-A, MRTF-B, and myocardin).^11^, ^12^, ^13^ MRTFs activate transcription of their target genes through interaction with serum response factor (SRF). In smooth muscle cells, myocardin and MRTF-B are crucial in promoting the differentiated state of smooth muscle cells during development, and when their drive is lost smooth muscle cells lose their contractile properties to become proliferative and synthetic, a process referred as *phenotypic modulation*.^14^, ^15^, ^16^ As a result, constitutive knockout of myocardin leads to early embryonic lethality with halted development of smooth muscle cells in the aorta.^17^ In adult mice, inducible knockout of myocardin leads to a remarkable dilation of the intestine, bladder, and aorta, attributable to a loss of contractility in these tissues.^18^ As a result, these mice develop aortic aneurysms and aortic dissection and die from defects in vascular and visceral tissues within 6 months of myocardin gene deletion. Although the co-activators of SRF clearly are important for smooth muscle survival and function, the full role of SRF is shown in inducible smooth muscle–specific SRF knockout mice that die within 4 weeks after induction owing to severe GI pseudo-obstruction with impaired motility.^19^, ^20^, ^21^ MRTFs share certain target genes with YAP/TAZ,^22^ and recent studies have shown that these pathways may be interdependent in part owing to direct physical interaction,^23^^,^^24^ but also owing to downstream effects on actin dynamics.^25^

Cell-specific and inducible transgenic strategies have shown that YAP/TAZ control the development of arteries^26^, ^27^, ^28^ and GI mesenchyme,^29^ but no such strategies have addressed the role of YAP and TAZ in adult smooth muscle. This is warranted in view of the emerging notion that YAP and TAZ play important roles in mature smooth muscle. For example, it was argued that YAP and TAZ promote phenotypic modulation of arterial smooth muscle cells toward the synthetic phenotype to cause neointima formation.^30^^,^^31^ The latter findings are difficult to reconcile with the demonstrated mutual dependence of YAP/TAZ and MRTFs on each other. Most likely, the net impact of YAP and TAZ in smooth muscle can be gauged only by targeted and inducible deletion in vivo.

Our own interest in YAP and TAZ stems from correlation analyses at the messenger RNA (mRNA) level to identify novel target genes of myocardin.^22^^,^^32^ It was noted that YAP/TAZ and TEADs correlate tightly with myocardin across human tissues, especially in the GI tract and arteries. This motivated us to generate an inducible and smooth muscle–specific knockout of YAP and TAZ that we describe here, and that rapidly succumbs to colonic pseudo-obstruction owing to reduced expression of contractile proteins and muscarinic receptors.

## Results

### YAP/TAZ KO in Smooth Muscle of Adult Mice Results in Lethality Within 2 Weeks

YAP (*Yap1*) and TAZ (*Wwtr1*) are transcriptional co-activators downstream of the Hippo signaling pathway. Recent studies have shown roles of YAP and TAZ in development of the gastrointestinal mesenchyme,^29^ and in coronary vascularization.^27^ YAP and TAZ also have garnered considerable attention because they are mechano-activated, and regulated by actin dynamics,^6^ suggesting that they may play important homeostatic roles beyond development in smooth muscle cells of adult mice.^30^^,^^31^^,^^33^^,^^34^ To explore the hypothesis that YAP and TAZ play important roles in mature smooth muscle, we crossed mice with floxed YAP and TAZ loci^18^ with mice that express tamoxifen-inducible Cre-recombinase under the control of a smooth muscle–specific promoter (smooth muscle myosin heavy chain, *Myh11*^35^). For knockout induction, tamoxifen was injected in the abdomen of 5- to 8-week-old male mice for 5 consecutive days (Y/T KO). Cre-negative floxed mice of the same sex were treated with tamoxifen in parallel and used as controls (Ctrl). The first cohort of Y/T KO was planned to be killed 4 weeks after injection, but the termination criteria stipulated in the ethical permit (reduced mobility, kyphosis, or ruffled fur) were met after 2 weeks and 2 mice already had died. The remaining mice in that cohort therefore were killed. Pathologic examination showed that the cecum and colon were grossly distended with hardened fecal contents (Figure 1*A*). The gallbladder was enlarged (Figure 1*A*), and in some cases discolored from bleeding. No apparent phenotype was observed in more proximal parts of the GI tract. In a second cohort of mice, the ethical end point criteria were met for all KO mice between days 12 and 17 (Figure 1*B*). Single KO or heterozygous deletions, such as YAP^-/-^/TAZ^+/+^ or YAP^+/-^/TAZ^-/-^, did not cause any gross phenotype in the GI tract. Taken together, this shows that smooth muscle YAP and TAZ are mutually redundant and that together they are critical for survival in adult mice, owing to an essential role in the distal GI tract.

**Figure 1:**
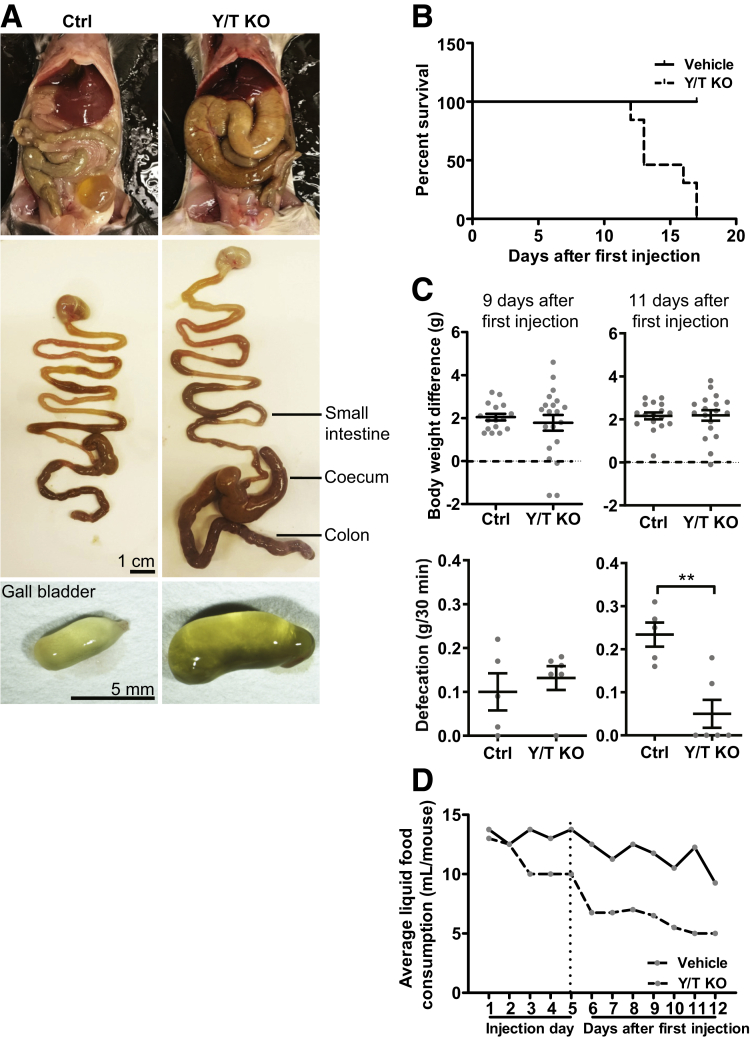
**Inducible and smooth muscle–specific Y/T KO is lethal, causing colonic swelling, reduced defecation, and reduced intake of liquid diet**. Five- to 8-week-old mice were killed 2 weeks after the first injection of tamoxifen. (*A*) *Top*: Opening the abdomen showed that the cecum and colon were swollen. *Middle*: This also was evident when the stomach and intestines were removed and photographed. *Bottom*: The only other organ that consistently was distended was the gallbladder, and internal thrombi were occasionally seen. (*B*) In another cohort with 6 vehicle-treated controls and 6 tamoxifen-treated Y/T KO mice, all KO mice died within 17 days of the first tamoxifen injection. (*C*) Body weights were indistinguishable at 9 (*left*) and 11 (*right*) days (*top*, *n* ≥ 16), but defecation was reduced at 11 days (*bottom*; *n* ≥ 5). In an attempt to reduce suffering, mice were fed a liquid diet, and the volume of liquid diet was measured on a daily basis (average of food intake per cage in 1 cage with 4 vehicle-treated controls and 1 cage with 4 tamoxifen-treated Y/T KO mice). (*D*) Consumption of a liquid diet started to decrease on the day of the third injection in the KO cage, and remained lower until day 12 when mice were killed. ∗∗*P* < .01 compared with control (Ctrl).

To explore pathologic events preceding death, mice were examined on days 9 and 11 after the first injection. The body weights at these time points were indistinguishable between genotypes (Figure 1*C*). When mice were kept in individual cages to collect the fecal excrement for weighing, we found a reduced fecal output on day 11 (Figure 1*C*). In an attempt to prolong life and reduce suffering, mice were fed a liquid diet from the first injection onward. This allowed us to record liquid food intake, which started to decrease by the third day of tamoxifen injection and then continued to decrease until day 12 when the mice had to be killed (Figure 1*D*). Because termination criteria were met on days 12–17 irrespective of diet, the liquid diet strategy was abandoned, and mice henceforth were maintained on regular chow and killed on day 11.

### Colonic Remodeling in YAP/TAZ KO Mice

The longitudinal and circular smooth muscle layers were thinner in Y/T KO mice compared with controls (Figure 2*A*). The cross-sectional area of the smooth muscle layers, however, was unchanged, suggesting colonic remodeling. The area of the mucosa on the other hand appeared enlarged (Figure 2*A*). Immunohistochemistry supported nuclear and some cytoplasmic localization of YAP in longitudinal and circular smooth muscle cells of control mice, and this staining was reduced dramatically or lost in the muscular layers of Y/T KO mice (Figure 2*B*). Staining for TAZ was primarily cytoplasmic in smooth muscle cells of control mice, and this staining was lost in the Y/T KO mice (Figure 2*B*). Considering the role of YAP and TAZ in cell proliferation, we stained colon sections for Ki67 but no difference in cell proliferation was observed in the Y/T KO smooth muscle layer compared with control (Figure 2*C*) (mean % Ki67-positive smooth muscle cells ± SEM: Ctrl, 0.53 ± 0.108; KO, 1.33 ± 0.438; *P* = .23). Moreover, no change in smooth muscle cell number was observed as measured by nuclear staining 4′,6-diamidino-2-phenylindole (DAPI), supporting that there is no loss of smooth muscle cells in Y/T KO colon (mean number of nuclei/μm^2^ ± SEM: Ctrl, 0.34 ± 0.002; KO, 0.37 ± 0.003; *P* = .49). A previous report from Mericskay et al^20^ described reduced levels of filamentous actin (F-actin) in colonic smooth muscle upon inactivation of the SRF gene. No change in F-actin, G-actin, or the F-actin:G-actin ratio was observed in the Y/T KO colon (Figure 2*D*). In view of the expansion of the mucosal area, we used a dual-color fluorescent Cre-reporter model (ROSA^mT/mG^) to examine Cre-driven recombination events. Cre-negative mice expressed membrane-bound tandem dimer tomato (mT) with red fluorescence in the longitudinal and circular muscle layers, muscularis mucosa, and, more faintly, in epithelial cells (Figure 2*E*). After tamoxifen treatment of Cre-positive mice, the red fluorescence in the smooth muscle cells was replaced by green fluorescence of membrane-bound green fluorescent protein (mG) indicating Cre-mediated recombination. No green fluorescence was seen in the mucosa as shown using co-staining with DAPI to visualize nuclei (Figure 2*E*, bottom right). Taken together, these findings corroborate colonic remodeling and resultant thinning of the smooth muscle layer, and rules out that expansion of the mucosal area is the result of partial loss of YAP and TAZ in the mucosa.

**Figure 2:**
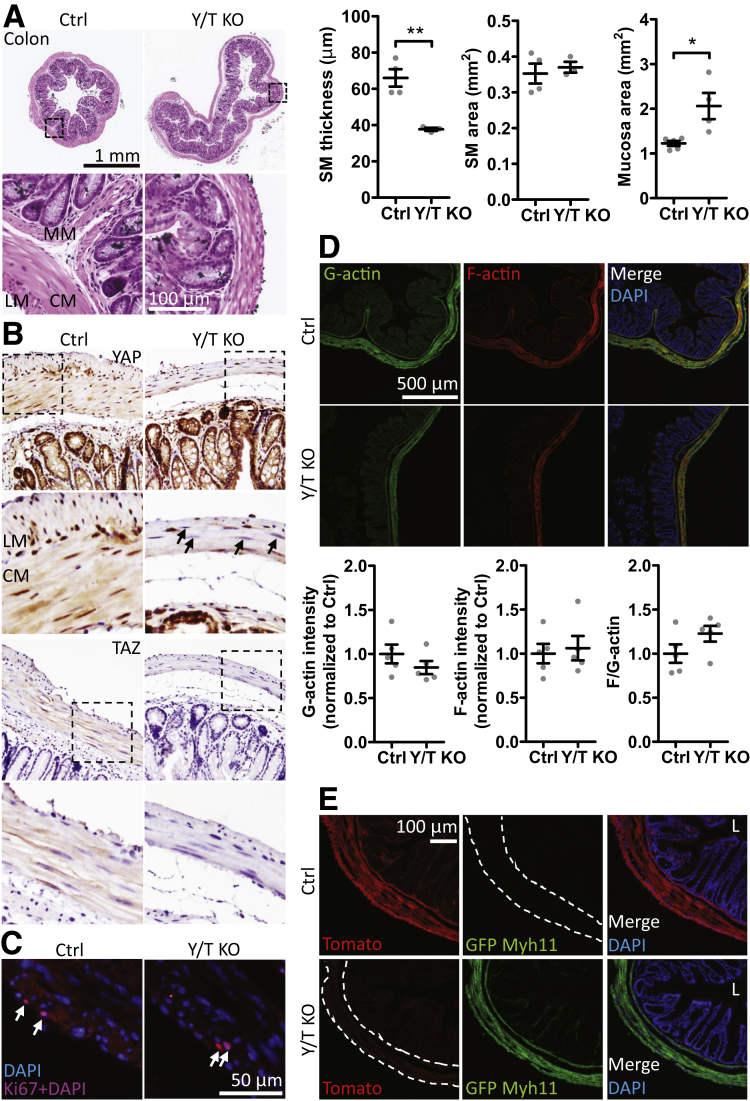
**Colonic distension with thinning of longitudinal and circular smooth muscle layers, and reduced expression of YAP and TAZ in Y/T KO compared with control mice**. (*A*) Smooth muscle (SM) (longitudinal and circular muscle layer) thickness, area, and mucosal area were measured and quantified on paraffin cross-sections of colon stained with H&E (*n* ≥ 3). (*B*) Immunohistochemical staining for YAP and TAZ. Nuclei of the SM layer showed reduced YAP staining (*arrows*). (*C*) Staining of the cryosectioned colonic SM layer with proliferation marker Ki67. (*D*) Confocal images and quantification of colonic SM G-actin (DNaseI) and F-actin (phalloidin) (*n* ≥ 5). (*E*) Cre-driven recombination switched the ROSA^mT/mG^ fluorescence from red to green in the outer muscle layers and the muscularis mucosa of the colon. No green fluorescence was observed in the epithelium. *Dashed lines* outline the SM layer. Nuclei were stained with DAPI. ∗*P* < .05 and ∗∗*P* < .01 compared with control (Ctrl). Five- to 8-week-old mice were used. CM, circular muscle layer; GFP, green fluorescent protein; L, lumen; LM, longitudinal muscle layer; MM, muscularis mucosa.

### YAP/TAZ KO Causes Reduced Expression of Genes Important for Colonic Motility

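Colon and urinary bladder RNA from 9 male mice was sequenced in 12 libraries, with 3 Ctrl and 3 Y/T KO libraries for each tissue and a single mouse behind each library. The colon libraries came from Ctrl mice 788, 786, and 787 and Y/T KO mice 759, 783, and 780, and the bladder libraries came from Ctrl mice 784, 785, and 788 and Y/T KO mice 782, 783, and 780, so that 3 mice (788, 783, and 780) gave both tissues. Both genotypes received 1 mg tamoxifen per mouse per day in 5 injections, and the Ctrl mice were floxed and Cre-negative. The labels of the libraries give an age of 5 to 7 weeks and day 7 after the first injection, whereas the paper gives 5 to 8 weeks, its supplement 1 week after induction, and its methods 9 or 11 days unless indicated. The authors estimated expression with StringTie, which assembles aligned reads into transcripts and reports their abundance, and deposited for each library the coverage, the FPKM, and the TPM (each transcript's share of the library's transcripts) of 54532 genes. TPM is divided by transcript length and by the library total and holds no read counts, and the counting error of a single value was not estimated. The ratio of coverage to FPKM, which StringTie sets by the aligned bases of a library, gave 3.19 to 3.90 gigabases of aligned sequence per library in Ctrl colon (median 3.57), 2.92 to 3.94 in Y/T KO colon (median 3.23), 3.38 to 3.58 in Ctrl bladder (median 3.54), and 2.80 to 3.66 in Y/T KO bladder (median 3.36).

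From the deposited TPM, values were rescaled within each tissue by median-of-ratios size factors, genes with at least 0.5 TPM in at least 3 of the 6 libraries were kept (17500 in the colon and 18237 in the bladder), and log2(TPM + 0.1) was compared between genotypes with limma and Benjamini-Hochberg adjustment. Fold changes are on this log2(TPM + 0.1) scale, which understates the change of genes near 0. Means with SD are of rescaled TPM, and values of single libraries are TPM as deposited. With 3 mice against 3, an exact two-sided permutation test cannot go below p = 0.10, whichever gene is tested. In simulated libraries with 200 changed genes, a log2 change of 1 was called for 0% of them in the colon and 25.5% in the bladder, and a log2 change of 2 for 73.5% and 67.5%.

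The floxed genes were examined first in every library. *Yap1* (ENSMUSG00000053110, chromosome 9 of GRCm38 from 7931999 to 8004596) stood at 54.9, 52.8, and 45.8 TPM in Ctrl colon (mice 788, 786, and 787) and at 44.0, 41.3, and 47.0 TPM in the colon libraries labelled Y/T KO (mice 759, 783, and 780), a log2 fold change of -0.17 (SE 0.14, limma adjusted p = 0.697). In the bladder it stood at 101, 98.6, and 110 TPM in Ctrl mice 784, 785, and 788 and at 71.3, 69.4, and 72.1 TPM in Y/T KO mice 782, 783, and 780, a log2 fold change of -0.54 (SE 0.08, limma adjusted p = 0.0625), with every Y/T KO library below every Ctrl library. The adjusted p of *Yap1* in the bladder ran from 0.0469 to 0.140 over the alternative settings with all libraries kept, lowest with all 12 libraries in one fit, and was 0.0476 in the limma fit with the mouse as a block. *Wwtr1*, which encodes TAZ (ENSMUSG00000027803, chromosome 3 from 57455649 to 57575910), stood at 16.8, 21.5, and 17.2 TPM in Ctrl colon and 17.9, 20.5, and 22.7 TPM in Y/T KO colon (log2 fold change 0.18, SE 0.16, limma adjusted p = 0.730). Its bladder values were 32.5, 61.6, and 53.3 TPM in Ctrl and 59.3, 60.8, and 48.3 TPM in Y/T KO (log2 fold change 0.24, SE 0.24, limma adjusted p = 0.678). Whole-tissue TPM of *Wwtr1* was thus not lower in the libraries labelled Y/T KO in either tissue, TPM of *Yap1* separated the genotypes in the bladder only, and the genotype of each library is taken from its label.

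**Figure D1:**
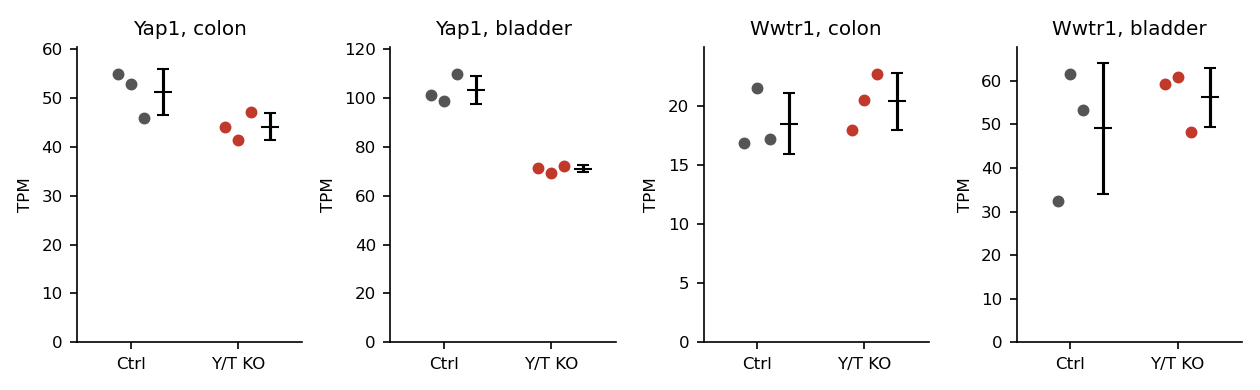
TPM as deposited (vertical axes, from 0) of Yap1 and Wwtr1 in colon and bladder. Points are single mice (grey, Ctrl; red, Y/T KO), and the bars beside them give mean and SD over 3 mice. The Y/T KO bladders lie between 69.4 and 72.1 TPM for Yap1, below all Ctrl bladders, whereas the genotypes overlap for Yap1 in the colon and for Wwtr1 in both tissues.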

To gain molecular insight into the colonic phenotype, RNA sequencing was performed on bladder and colon tissues from Y/T KO and control mice. The urinary bladder appeared grossly normal in Y/T KO and control mice. 

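Of the 17500 genes tested in the colon, 14 were lower and 10 higher in Y/T KO at an adjusted p under 0.05 from limma, beside 803 lower and 899 higher at an unadjusted p under 0.05. Of the 18237 genes tested in the bladder, 40 were lower and 15 higher at an adjusted p under 0.05, beside 1496 and 1211 at an unadjusted p under 0.05. Among the alternative settings that kept every library, fitting all 12 libraries together moved the colon counts up most, to 43 lower and 32 higher, and dropping the filter on low values moved them down most, to 2 and 4.

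The lower colon genes with the largest changes and no overlap between genotypes were *Ankrd1* (log2 fold change -3.58), *Hrh1* (-3.06), *Tnnt2* (-2.30), *Tent5b* (-2.26), and *Gm11946* (-1.99). *Hrh1*, the histamine H1 receptor on chromosome 6 from 114397936 to 114483296, had 8.89 ± 1.08 TPM in Ctrl and 0.989 ± 0.230 TPM in Y/T KO (SD, n = 3 and 3; log2 SE 0.26, limma adjusted p = 0.00982). *Saa1* apart, the higher colon genes with the largest changes were *Htatip2* (6.68), *Gm31597*, *1810008I18Rik* (4.35), and *2010109I03Rik* (2.67). The value of *1810008I18Rik* understates its change, since its Ctrl colons lie below the pseudocount of 0.1 TPM. *Gm31597* was listed at 0 in every Ctrl colon and stood at 1.96, 2.71, and 3.59 TPM in Y/T KO colon. In the bladder the largest falls were those of the microRNA gene *Gm22774* (-10.28), *Ftl2-ps* (-8.81), *Ftl1-ps2* (-7.36), the microRNA gene *Gm26445* (-7.24), and *Zbtb9*, which stood at 13.6, 14.0, and 14.6 TPM in Ctrl bladder and was listed at 0 in every Y/T KO bladder. *Ftl2-ps* and *Ftl1-ps2* are processed pseudogenes whose sequence is 98.7% and 97.8% identical to a transcript of *Ftl1*, *Gm26445* overlaps *Ftl1-ps2* on the same strand, and *Gm22774* overlaps another *Ftl1* pseudogene, *Gm15590*, on the same strand, so that the authors' assignment can have split reads between these copies. *Zbtb9* overlaps *Ggnbp1* on the same strand. The largest rises in the bladder were those of *4930481A15Rik* (4.99), *Kcnc1* (3.63), *Igkv1-135* (2.88), *1600014C10Rik* (1.89), and *Gm31597*, listed at 0 in every Ctrl bladder and at 2.94, 1.80, and 2.24 TPM in Y/T KO bladder. *Htatip2*, *Gm31597*, and *Kcnc1* lie within 5 Mb of *Saa1* on chromosome 7. Of the colon genes named here, *Hrh1*, *Gm11946*, *1810008I18Rik*, and *Gm31597* are absent from the paper's Supplementary Table 1. So are 37 of the genes called in the bladder, the largest falls named here among them.

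Whether the effect of the knockout differed between tissues was tested with the interaction term of a limma fit to all 12 libraries over the 16298 genes tested in both. It passed an adjusted p of 0.05 for 9 genes (2059 at an unadjusted p under 0.05), among them *Hrh1*, lower in the colon, and *Htatip2*, higher in both tissues but more so in the colon. With the mouse as a block the count was 10 (2160 at an unadjusted p under 0.05), and 9 genes passed in both fits. Libraries of the same mouse deviated from their group means with a mean correlation of 0.0438 across genes (3 pairs), against -0.00886 for colon and bladder of different mice of a genotype (15 pairs), and the consensus correlation within mouse was 0.0566. No gene was lower in both tissues at an adjusted p under 0.05, a count of 0 beside 122 at an unadjusted p under 0.05.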

Several hundred genes were expressed differentially, and many were unique for the colon and bladder (Figure 3*A* and Supplementary Table 1). A Gene ontology enrichment analysis was performed on significantly up-regulated and down-regulated genes in the colon. The results from this analysis indicated a significant enrichment of genes associated with contractile function and the extracellular matrix (Figure 3*C* and *D*). 

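Contractile function was examined with a list of 53 actin, myosin, tropomyosin, regulatory, and dense-body genes written before the data were examined. Most are genes of smooth muscle, but cardiac troponin T (*Tnnt2*) is also on the list. The extracellular matrix was examined with a list of 184 genes present in the files. The gene ontology database was not used here. Of the contractile genes, 50 were tested in the colon and 42 were lower in Y/T KO, with a median log2 fold change of -0.26. Its percentile among 10000 random lists of equal size matched on mean expression was 0 (two-sided permutation p over genes 0.0002, the smallest these lists can give; Benjamini-Hochberg adjusted p = 0.00045 over 18 list tests). An adjusted p under 0.05 was reached by 13 contractile genes with limma's p-values adjusted over the list alone and by 1 (*Tnnt2*) when adjusted over all genes, beside 19 at an unadjusted p under 0.05. Without the genes the paper names in its text, the median was -0.20 over 43 genes. Among the settings that kept every library, the one that moved the contractile median most was TPM as deposited without rescaling, at -0.30.

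The 14 genes called lower in the colon held 1 contractile gene (odds ratio 27.4, two-sided Fisher's exact test p = 0.0393) and 0 of the 144 matrix genes tested (p = 1). The contractile gene was *Tnnt2*, which the paper also lists as lower in both tissues. This test thus does not show smooth muscle actin or myosin genes among the calls. Without the filter on low values the contractile count was 0, and with all 12 libraries in one fit it was 2 (odds ratio 17.7). Matrix genes leaned the other way in the colon as a list, with 91 of 144 higher in Y/T KO and a median log2 fold change of 0.13 (two-sided permutation p over genes 0.0006 against random lists, Benjamini-Hochberg adjusted 0.00108). Of the 10 splits of the colon libraries, 4, the real one included, gave a matrix median as far from 0. The lean is thus not set apart from differences between mice. With limma's p-values adjusted over the list alone, 8 matrix genes had an adjusted p under 0.05 in the colon, 45 had an unadjusted p under 0.05, and 2 passed when adjusted over all genes.

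**Figure D2:**
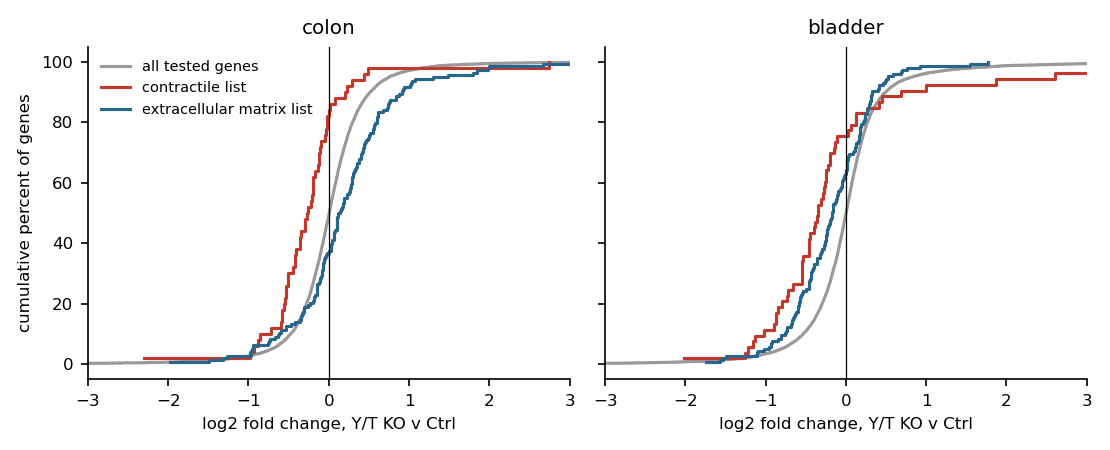
Cumulative percent of genes (vertical axis) by log2 fold change in Y/T KO against Ctrl (horizontal axis, shown from -3 to 3) for all tested genes (grey), the contractile list (red), and the extracellular matrix list (blue) in colon and bladder. In the colon the red line lies mostly to the left of the grey line and the blue line mostly to its right, around medians of -0.26 and 0.13.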

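*Saa1* (ENSMUSG00000074115) lies on chromosome 7 of GRCm38 from 46740497 to 46742980 on the minus strand, and *Saa2* (ENSMUSG00000057465) next to it from 46751790 to 46754313 on the plus strand. In Ctrl colon *Saa1* stood at 0.028, 0.032, and 0.038 TPM in mice 788, 786, and 787, and in Y/T KO colon at 2085, 4208, and 5284 TPM in mice 759, 783, and 780. The log2 fold change was 14.75 (SE 0.33, limma adjusted p = 2.55e-06), and *Saa1* was higher in 3 of 3 Y/T KO libraries. This estimate understates the change, since the Ctrl libraries lie below the pseudocount of 0.1 TPM. A pseudocount of 1 TPM moved this value most, to 11.78, and its adjusted p stayed between 1.33e-06 and 8.38e-05 over the alternative settings with all libraries kept. *Saa2* was listed at 0 in 2 Ctrl libraries and stood at 0.017 TPM in the other, against 0.636, 2.36, and 5.00 TPM in Y/T KO. Its log2 fold change, likewise understated, was 4.33 (SE 0.72, limma adjusted p = 0.112, with a range of 0.0138 to 0.322 over the alternatives). *Saa2* passed the threshold when all 12 libraries were fitted together (adjusted p = 0.0138) and with the mouse as a block (adjusted p = 0.0141). The paralogs share sequence, so the authors' assignment can have divided reads between them. Within 5 Mb of *Saa1*, 2 of the 140 tested genes were called in the colon, *Htatip2* and *Gm31597*, against 21 of 17357 elsewhere (two-sided Fisher's exact test p = 0.0144, with the *Saa* genes left out and the window chosen after these values were seen).

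**Figure D3:**
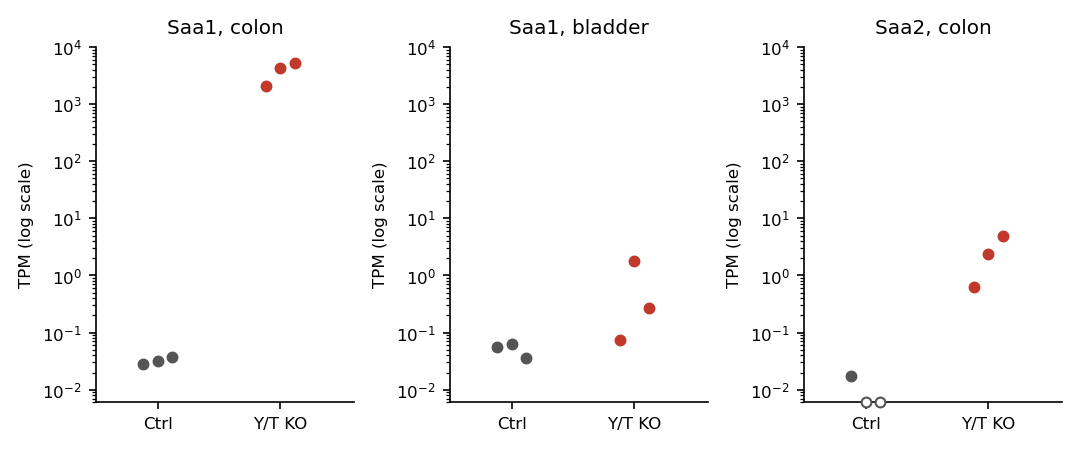
TPM as deposited (logarithmic vertical axes) of Saa1 in colon and bladder and of Saa2 in colon. Points are single mice (grey, Ctrl; red, Y/T KO), and open circles at the lower end of the axis are libraries listed at 0. Saa1 in the colon lies at or below 0.038 TPM in Ctrl and between 2085 and 5284 TPM in Y/T KO.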

Among the uniquely up-regulated transcripts in the colon were *Saa1* (37840-fold, *P* adjusted [*P*adj] = 3.2 × 10^-99^) and *Saa2* (203-fold, *P*adj = 2.4 × 10^-6^), which are acute-phase proteins known to be induced in GI diseases. In search of underlying mechanisms, we focused on down-regulated genes that were shared between the colon and the bladder, reasoning that these are most likely target genes of YAP and TAZ. Thirty-six transcripts were found in this overlay (Figure 3*A*), including several contractile smooth muscle markers such as *Tpm1*, *Actg2*, *Acta2*, *Cav1*, *Synm*, and *Tagln* (Figure 3*B*). 

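The 6 markers were measured in the same 12 libraries, and each was lower on average in Y/T KO in both tissues. *Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255336) fell from 1954 ± 196 to 1061 ± 147 TPM in the colon (SD, n = 3 and 3), a log2 fold change of -0.88 (SE 0.17, limma adjusted p = 0.150), and from 10583 ± 1821 to 5886 ± 1748 TPM in the bladder, a log2 fold change of -0.87 (SE 0.22, limma adjusted p = 0.178). The log2 fold changes of *Tpm1* were -0.36 in the colon and -0.47 in the bladder, those of *Actg2* were -0.54 and -1.16, those of *Tagln* -0.45 and -0.87, those of *Synm* -0.72 and -0.27, and those of *Cav1* -0.21 and -0.91. *Cav1* in the colon and *Synm* in the bladder had genotypes that overlapped, and the other comparisons had none, which chance gives for 10% of genes with 3 against 3. The limma adjusted p of these markers, taken over all genes, lay between 0.143 (*Tagln* in the bladder) and 0.756 (*Cav1* in the colon), and neither an alternative setting nor leaving out a library brought one of them under 0.05. Each direction held in every alternative and with each library left out in turn.

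**Figure D4:**
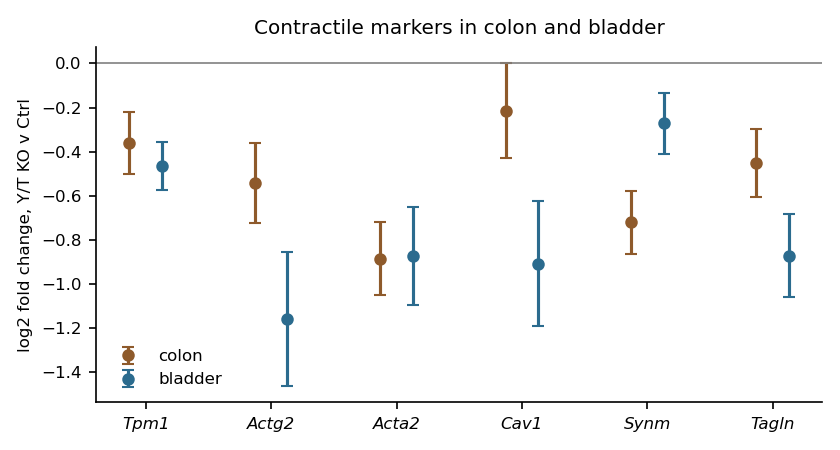
Log2 fold change in Y/T KO against Ctrl (vertical axis, log2(TPM + 0.1) scale) of the contractile markers Tpm1, Actg2, Acta2, Cav1, Synm, and Tagln in colon (brown) and bladder (blue). Points are limma estimates from 3 mice against 3 and bars are standard errors. All points lie below 0, from -0.21 for Cav1 in the colon to -1.16 for Actg2 in the bladder.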

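*Chrm2* (ENSMUSG00000045613, chromosome 6 of GRCm38 from 36388084 to 36528414) encodes the muscarinic M2 receptor. In the colon it stood at 9.42 ± 0.83 TPM in Ctrl and 2.02 ± 1.08 TPM in Y/T KO (SD, n = 3 and 3), with 3.23 TPM in Y/T KO mouse 759 and 1.40 and 1.34 TPM in mice 783 and 780. The log2 fold change was -2.28 (SE 0.34, limma adjusted p = 0.0850, with a range of 0.0558 to 0.141 over the alternatives that kept every library), and all 3 Y/T KO colons lay below all Ctrl colons. With each library left out in turn the adjusted p ran from 0.00680, without mouse 759 (log2 fold change -2.67), to 0.264. In the bladder *Chrm2* stood at 6.53 ± 4.88 TPM in Ctrl, where mouse 785 reached 12.1 TPM, and at 1.71 ± 0.10 TPM in Y/T KO. The log2 fold change there was -1.64 (SE 0.48, limma adjusted p = 0.216, with a range of 0.165 to 0.292), and again every Y/T KO library lay below every Ctrl library.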

Interestingly, we observed that the muscarinic M_2_ receptor (*Chrm2*) was repressed in both tissues (fold change in KO vs Ctrl colon, 0.22; *P*adj = 2.95 × 10^-9^; bladder, 0.27; *P*adj = .001). Furthermore, the muscarinic M_3_ receptor (*Chrm3*) was reduced in bladder (fold change in KO vs Ctrl bladder, 0.41; *P*adj = 8.82 × 10^-7^), while the change did not reach statistical significance using the adjusted *P* value in the colon (fold change in KO vs Ctrl colon, 0.33; *P*adj = .15). This suggested that colonic motility may be impaired owing to reduced levels of muscarinic receptors and contractile proteins.

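*Chrm3* (ENSMUSG00000046159) lies on chromosome 13 of GRCm38 from 9875486 to 10360847. In the bladder it stood at 20.1 ± 5.37 TPM in Ctrl and 7.49 ± 0.94 TPM in Y/T KO (SD, n = 3 and 3), a log2 fold change of -1.39 (SE 0.22, limma adjusted p = 0.0838, with a range of 0.0807 to 0.128 over the alternatives). In the colon it was low in both genotypes, at 2.41 ± 1.05 TPM in Ctrl and 0.784 ± 0.292 TPM in Y/T KO, a log2 fold change of -1.48 (SE 0.40, limma adjusted p = 0.358, with a range of 0.0918 to 0.439). The genotypes did not overlap in either tissue. In the colon the pseudocount mattered most, since with 1 TPM in place of 0.1 TPM the log2 fold change was -0.91.

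**Figure D5:**
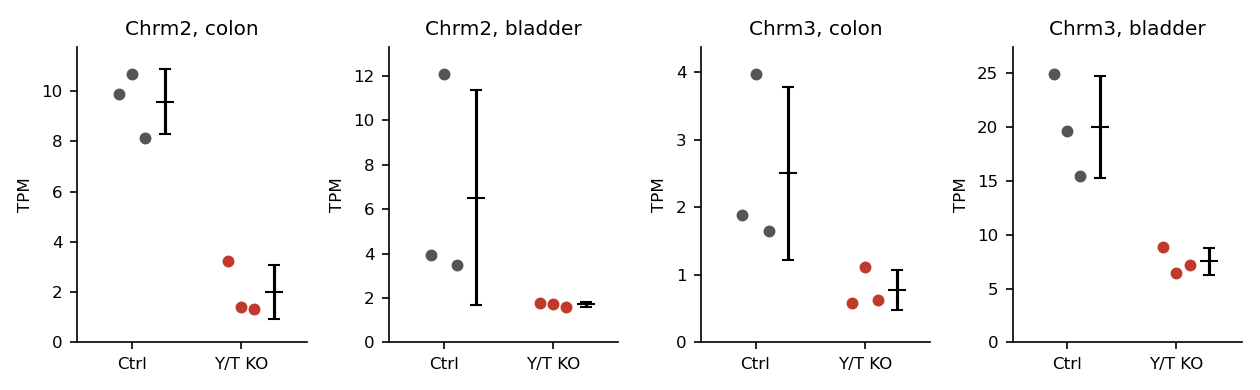
TPM as deposited (vertical axes, from 0) of Chrm2 and Chrm3 in colon and bladder. Points are single mice (grey, Ctrl; red, Y/T KO), and the bars beside them give mean and SD over 3 mice. Every Y/T KO point lies below every Ctrl point in all panels, and the Ctrl spread is widest for Chrm2 in the bladder, with 12.1 TPM in mouse 785.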

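Over the genes the paper names in its text, 24 were tested in the colon and 16 of them were lower in Y/T KO, and 21 were tested in the bladder with 18 lower. With limma's p-values adjusted over this list alone, 12 genes passed 0.05 in the colon (*Acta2*, *Actg2*, *Alpi*, *Chrm2*, *Chrm3*, *Lyz1*, *Myh11*, *Myl9*, *Saa1*, *Saa2*, *Synm*, and *Tagln*) and 12 in the bladder (*Acta2*, *Actg2*, *Cav1*, *Chrm2*, *Chrm3*, *Lyz1*, *Myocd*, *Srf*, *Tagln*, *Tead2*, *Tpm1*, and *Yap1*). Adjusted over all genes, 1 passed in the colon (*Saa1*) and 0 in the bladder, beside 13 and 12 at an unadjusted p under 0.05. Since the paper chose part of these genes from the same libraries, the adjustment over the list does not test their stability. *Tead2* lies on chromosome 7 within 5 Mb of *Saa1*. The paper looked among genes lowered in both tissues, which it takes as the most likely targets of YAP and TAZ, and from the reduced transcripts of muscarinic receptors and contractile proteins it proposes that colonic motility may be impaired through their lower levels.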

**Figure 3:**
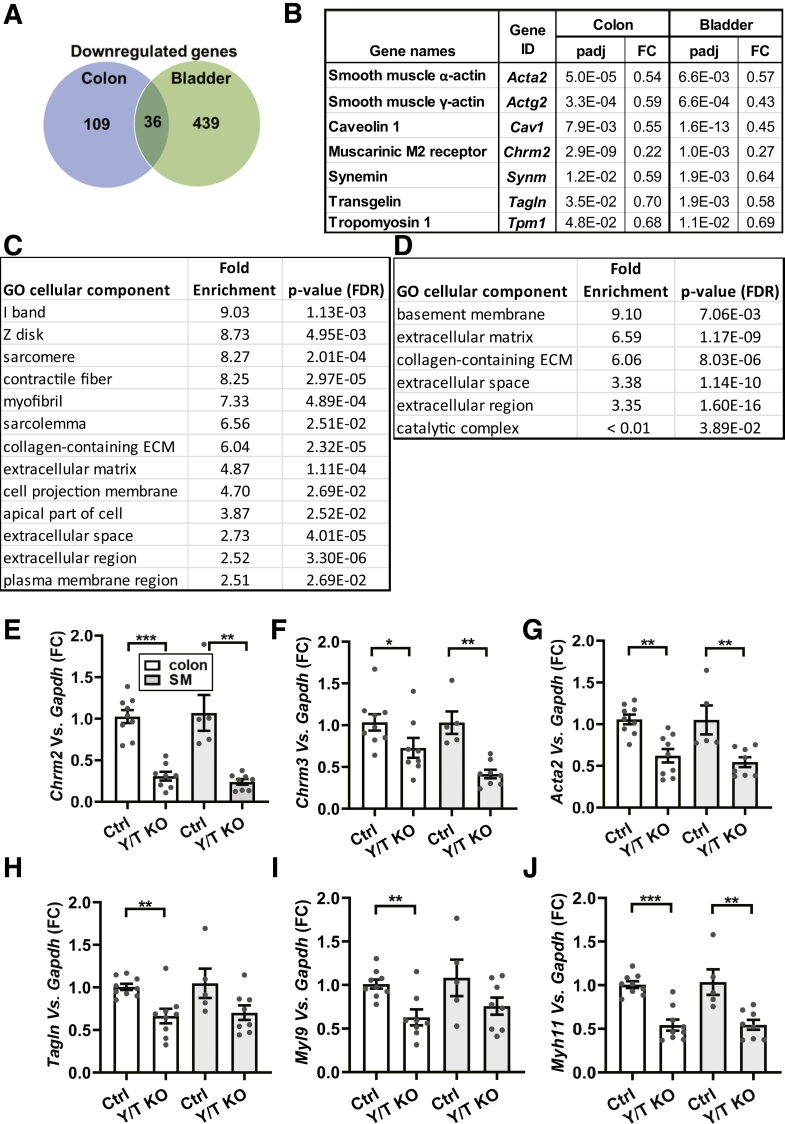
**Reduced expression of genes involved in contractility in the colon and urinary bladder of Y/T KO mice**. RNA was isolated from the colon and urinary bladder of 5- to 8-week-old mice and subjected to RNA sequencing. (*A*) Venn diagram shows the down-regulated genes. (*B*) Selected examples of transcripts from the overlay and their corresponding fold change and *P*adj values are represented. Gene ontology enrichment analysis was performed by the PANTHER Overrepresentation Test using the gene ontology database for either (*C*) down-regulated or (*D*) up-regulated genes in the Y/T KO colon. The Fisher exact test and correction for false discovery rate (FDR) were used for statistical analysis. n = 3. (*E–J*) Reverse-transcription quantitative polymerase chain reaction data of selected transcripts from the commonly down-regulated genes (*n* ≥ 5). Whole-colon samples (*white bars*) and samples where the outer muscle layers were isolated by microdissection were compared (*gray bars*). ∗*P* < .05, ∗∗*P* < .01, and ∗∗∗*P* < .001. ECM, extracellular matrix; FC, fold change.

We next sought to confirm a selection of the mRNA changes using reverse-transcription quantitative polymerase chain reaction. For this we compared the whole colon, including mucosa, with samples in which the outer smooth muscle layers were isolated by dissection. The muscarinic receptors *Chrm2* and *Chrm3* showed the same relative reduction in the whole colon samples as in the RNA sequencing experiment (Figure 3*E* and *F*). Importantly, both *Chrm2* and *Chrm3* were reduced significantly in Y/T KO compared with Ctrl using isolated colonic smooth muscle. The opposite pattern was seen for some of the contractile markers. *Myl9* and *Tagln*, for example, were reduced in whole colon, but were not reduced significantly in the isolated muscle (Figure 3*H* and *I*). Two of the contractile markers, *Myh11* and *Acta2*, were reduced both in whole colon and in isolated muscle (Figure 3*G* and *J*).

Protein expression next was examined to corroborate reduction of contractile proteins and muscarinic receptors. Western blot showed that YAP and TAZ were reduced in Y/T KO as expected (Figure 4*A* and *B*), as were smooth muscle α-actin, smooth muscle myosin heavy chain, and myosin light chain (Figure 4*C–E*). Western blot for muscarinic receptors resulted in several bands. However, major protein bands at the expected molecular weights (60–70 kilodaltons for M_2_ and 80–90 kilodaltons for M_3_) were down-regulated consistently in Y/T KO colon (Figure 4*F* and *G*).

**Figure 4:**
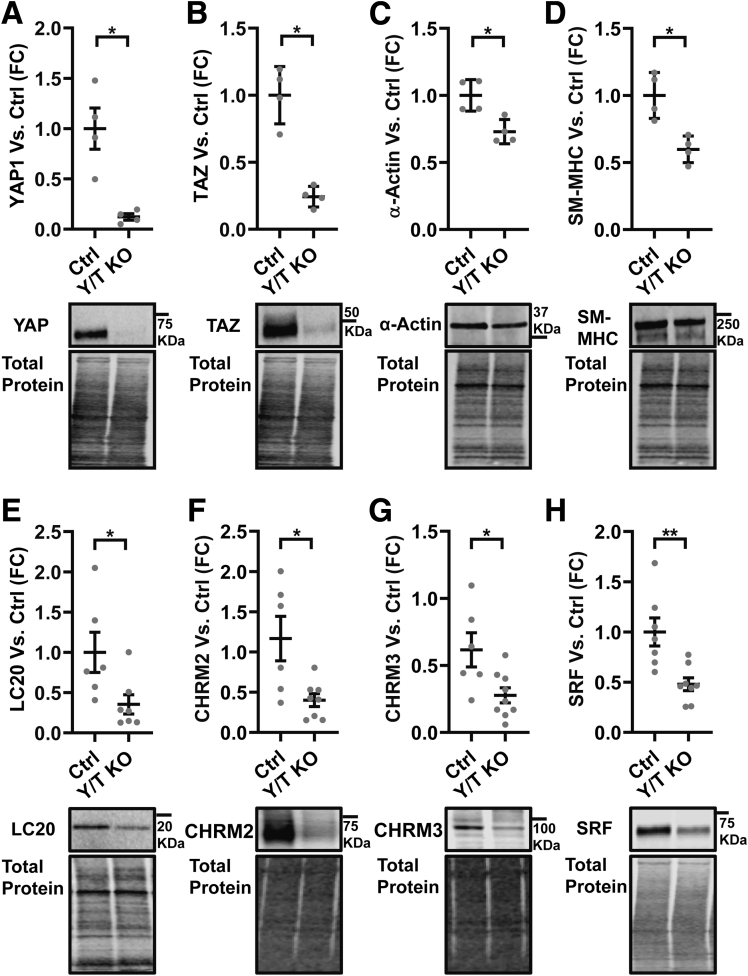
**Reduced protein expression of SRF, contractile markers, and muscarinic receptors in the Y/T KO colon**. (*A–H*) Representative Western blots using specific antibodies for YAP, TAZ, SRF, selected contractile proteins (α-actin, myosin heavy chain [SM-MHC], myosin light chain [LC_20_]) and muscarinic receptors (CHRM2 and CHRM3) (*n* ≥ 4). Western blot data were quantified by normalizing to total protein stain of the same lane. ∗*P* < .05 and ∗∗*P* < .01. Five- to 8-week-old mice were used. FC, fold change.

A mutual dependence of MRTF–SRF and the YAP–TEAD pathways have been reported.^25^ We accordingly found that SRF was reduced significantly in Y/T KO colon (Figure 4*H*) whereas MRTF-A expression was unchanged (means ± SEM: Ctrl, 1 ± 0.144; KO, 0.78 ± 0.155; *P* = .32). Several proteins with critical roles in GI contractility thus were reduced in the Y/T KO colon along with 2 important muscarinic receptors.

### Expression of YAP and TAZ Correlates With Muscarinic Receptors and Regulators of Smooth Muscle Contractility in Human GI Tissues

Our data indicate that YAP and TAZ are important for expression of contractile proteins, possibly through an effect on myocardin/SRF, and for muscarinic receptors. This should be reflected in correlations at the mRNA level, and we accordingly examined this using human expression data (RNA sequencing data from GTExPortal.org) with the aim to increase the translational impact of our findings. *YAP1*, *TEAD3*, and *WWTR1* all were found to correlate tightly with *MYOCD*, *MRTFA*, *SRF*, *CHRM2*, and *CHRM3* throughout the human GI tract and in the urinary bladder (Figure 5*A*). Correlations were particularly impressive in the transverse colon, and 5 examples are shown in Figure 5*B*.

**Figure 5:**
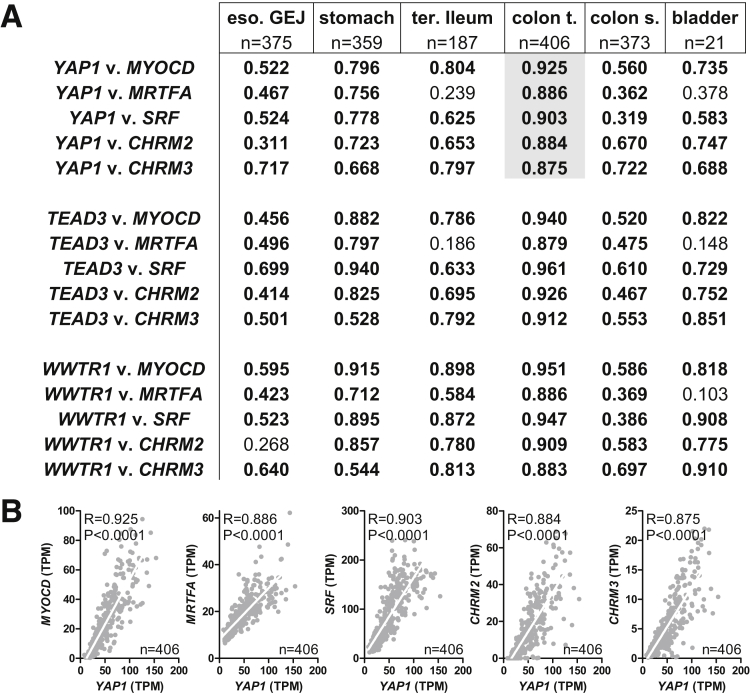
**Correlation between YAP/TAZ, MRTF/SRF, and muscarinic receptors in the human GI tract and urinary bladder**. (*A*) For the table, RNA sequencing data from GTExPortal.org was used to correlate mRNA levels of *YAP1*, *TEAD3*, and *WWTR1* vs *MYOCD*, *MRTFA*, *SRF*, *CHRM2*, and *CHRM3*. Spearman Rho values for the indicated correlations are given for 5 sections of the GI tract and the urinary bladder. All Spearman Rho values in bold have a *P* value less than .0001. Examples of correlations in the transverse colon are highlighted in gray. (*B*) Examples of correlations in the transverse colon are plotted. *White lines* are best-fit linear regression lines. eso GEJ, esophagus gastroesophageal junction; colon s., colon sigmoid; colon t., colon transverse; ter. ileum, terminal ileum; TPM, transcripts per million.

### Impaired Colonic Contractility in YAP/TAZ KO Mice

To investigate the functional importance of altered gene expression in Y/T KO smooth muscle, colonic preparations were mounted in myographs for force measurements. At the same basal tension, spontaneous contractile activity developed in essentially all control preparations, but was absent in most preparations from Y/T KO mice (Figure 6*A* and *B*). Contractions elicited by membrane depolarization (60 mmol/L K^+^) also were very different, developing slowly with an increase time to half maximum contraction, but with a sustained phase that was at least as large as that in controls (Figure 6*C* and *D*). To better understand if remodeling affected the optimal circumference for force development, we systematically varied the internal circumference and measured active force in response to depolarization and passive force in the absence of Ca^2+^ at each circumference (Figure 6*E*). Passive force was reduced considerably at circumferences greater than 10 mm (Figure 6*F*), whereas active force was reduced significantly at circumferences greater than 8 mm (Figure 6*G*; measured here by subtracting passive force from the integral force throughout the KCl stimulus period). We finally generated concentration-response relationships for the muscarinic agonist carbachol (CCh). The response to CCh was severely reduced across the entire concentration range (Figure 6*H* and *I*). Taken together, these studies show that YAP and TAZ knockout in adult mice impairs colonic contractility, especially that elicited by muscarinic-receptor stimulation, causing colonic pseudo-obstruction and lethality.

**Figure 6:**
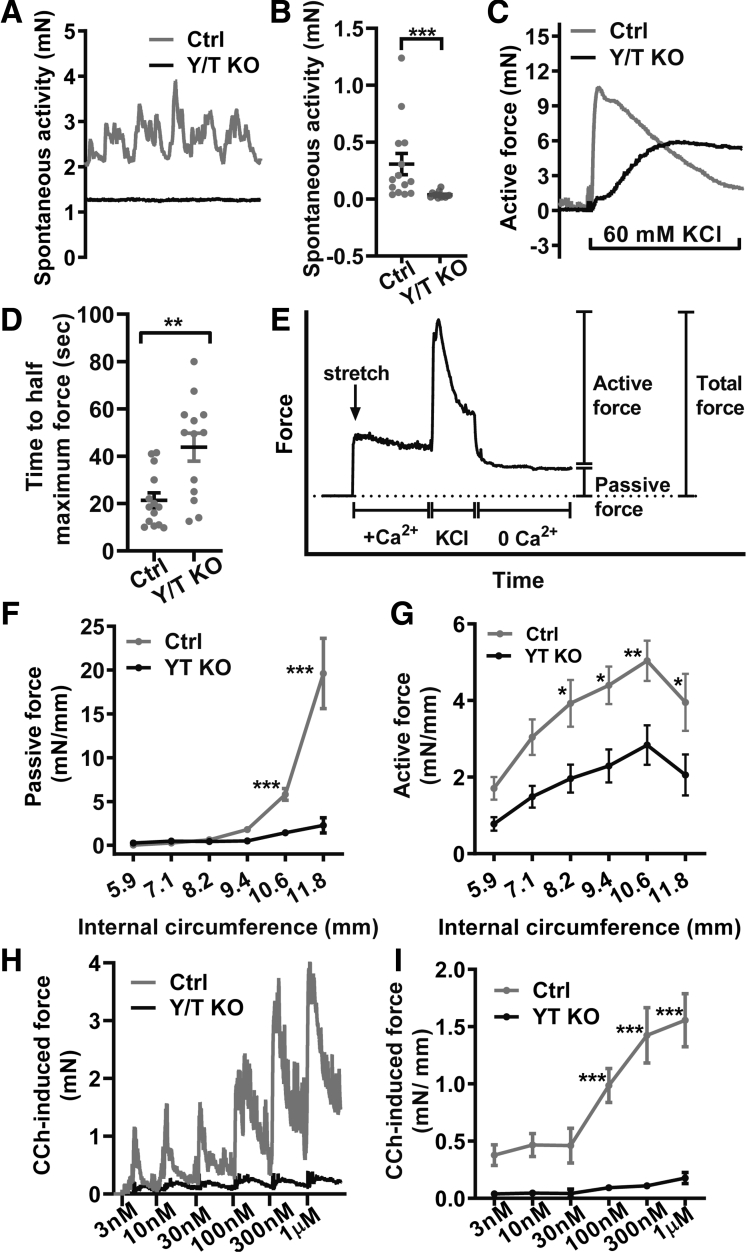
**Generalized impairment of colonic contractility in Y/T KO mice**. Colonic rings (3-mm long) of 5- to 8-week-old mice were cut and mounted on pins in multichannel myographs to measure force. Spontaneous contractile activity developed in essentially all control preparations (*gray line*), but rarely in Y/T KO preparations (*black line*) as shown by the (*A*) original traces and the (*B*) summarized data calculated as integrated force for 5 minutes. (*C*) Contraction in response to membrane depolarization was delayed in the Y/T KO colon, with a severe reduction of the early peak, and a much smaller effect on sustained force. (*D*) Accordingly, the half time of depolarization-induced contraction was much longer in the Y/T KO preparations. (*E*) Length–tension relationship protocol in which colon rings were stretched to specific internal circumferences and equilibrated in Ca^2+^-HEPES. Subsequently, 60 mmol/L KCl was added for 7 minutes and colon rings were allowed to relax in Ca^2+^-free HEPES at the end. (*F*) Total force was calculated by integrating force throughout the stimulation period with KCl, while the passive force (*n* ≥ 5) was determined by integration over 10 minutes in Ca^2+^-free solution. (*G*) Active force (*n* ≥ 5) is the result of subtracting the passive force from the total force. (*H*) Force traces on stimulation with the muscarinic receptor agonist CCh. (*I*) Complete concentration-response relationships for CCh calculated as the integrated force over 2 minutes of each concentration (*n* ≥ 4). ∗*P* < .05, ∗∗*P* < .01, and ∗∗∗*P* < .001.

## Discussion

Herein, we tested the novel concept that YAP and TAZ play roles in colonic homeostasis via smooth muscle autonomous effects in adult mice. Inducible Cre-driven deletion of YAP and TAZ in smooth muscle reduced levels of the M_2_ and M_3_ receptors and contractility, causing colonic pseudo-obstruction and death within 17 days. Colonic motility is impaired in M_2_/M_3_ knockout mice and defecation is reduced.^36^, ^37^, ^38^ However, M_2_/M_3_ knockout mice do not die spontaneously, and we found that the reduced muscarinic contractility in Y/T KO mice was compounded by a generalized reduction of force-generating capacity, resulting, at least in part, from repression of contractile proteins such as α-actin and myosin heavy chain. In the latter regard, the phenotype of Y/T KO mice is similar to inducible and smooth muscle–specific deletion of SRF in adult mice. Adult SRF mutants die within 16–28 days, with distension of the cecum and colon, reduced GI transit, and reduced muscarinic contraction.^19^, ^20^, ^21^ This is caused primarily by reduced levels of contractile proteins. Interestingly, expression of MRTF-SRF targets is dependent on YAP-TEAD activity,^25^ and our results suggests the SRF expression is reduced in Y/T KO colon. This provides a likely explanation for the reduced expression of contractile proteins and contractile function. Taken together, the results suggest that the severe phenotype of the Y/T KO mouse model arises owing to compound effects on the receptor level and on the contractile apparatus of smooth muscle cells.

A rapid lethal phenotype caused by colonic pseudo-obstruction does not occur in various heterozygous combinations of YAP and TAZ, but requires inactivation of all 4 alleles. Changes in contractility may follow a different pattern, but this has yet to be determined. The novel insights presented in this article may guide clinical studies of human pseudo-obstruction, which is a disabling form of GI dysmotility for which YAP and TAZ have not been implicated previously. Although the expression of YAP/TAZ in human disease was not investigated herein, we report highly significant positive correlations of YAP/TAZ/TEAD with muscarinic receptors and regulators of smooth muscle–specific gene expression throughout the human GI tract. This is consistent with an upstream regulatory role of YAP and TAZ for expression of these transcripts in human beings as well.

YAP/TAZ are likely to be deleted from smooth muscle cells in all tissues in the Y/T KO, but in the short time frame used in this study we observed an apparent phenotype only in the colon, cecum, and gallbladder, which all were distended severely at 9–11 days after the first tamoxifen injection. Other smooth muscle–containing tissues such as the stomach, small intestine, and urinary bladder appeared normal, but we did not perform a physiological analysis in these tissues. It is likely that Y/T KO smooth muscle cells in other parts of the GI tract show reduced contractile function but that propulsion of fecal contents requires an increase of force generation by GI smooth muscle because the hydration level progressively decreases toward the distal end of the GI tract. Therefore, the distal GI tract is expected to be more severely affected in any condition that involves impaired contractility. Similarly, in the absence of urinary tract obstruction, the urinary bladder does not require maximal force for micturition and an apparent phenotype therefore may require a longer time period to develop. Myosin (*Myh11*)-driven Cre expression is considered to be highly smooth muscle–specific,^35^ and yet we noted expansion of the mucosal area in Y/T KO mice. This was not owing to reduced YAP and TAZ expression in any mucosal cell type because Cre-driven recombination events, as shown using reporter switching, were highly specific for smooth muscle cells. A more likely explanation is that distension of the colon, owing to the lack of force-generating ability, causes some level of mechanical damage to the mucosa and resultant activation of repair mechanisms. 

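In the bladder, *Saa1* stood at 0.057, 0.062, and 0.036 TPM in Ctrl mice 784, 785, and 788 and at 0.076, 1.77, and 0.271 TPM in Y/T KO mice 782, 783, and 780. *Saa2* bladder values were 0 (as listed), 0.109, and 0.020 TPM in Ctrl and 0.105, 0.146, and 0.099 TPM in Y/T KO. Neither gene reached 0.5 TPM in 3 bladder libraries, so neither entered the limma test there and the difference between the tissues was not tested. All 3 Y/T KO bladders lay above all Ctrl bladders for *Saa1* (exact two-sided permutation test, p = 0.10), at levels far below those of the colons, whereas the genotypes overlapped for *Saa2*.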

Transcripts for serum amyloid A1 (*Saa1*) and A2 (*Saa2*) were induced in Y/T KO mice, and this was not seen in the bladder which was not distended. *Saa1* and *Saa2* have been used in numerous prior studies as biomarkers of mucosal repair.^39^^,^^40^ In further support of mucosal repair, we noted additional mucosal markers among the induced transcripts in the colon such as *Lyz1* and *Alpi*.

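*Lyz1* (ENSMUSG00000069515, chromosome 10 of GRCm38 from 117287797 to 117292868) stood at 5.93, 9.19, and 5.98 TPM in Ctrl colon and at 13.3, 89.9, and 57.6 TPM in Y/T KO colon. The log2 fold change was 2.59 (SE 0.68, limma adjusted p = 0.372, with a range of 0.110 to 0.390 over the alternatives that kept every library). With each library left out in turn the adjusted p ran from 0.00354, without mouse 759, to 0.781. *Lyz1* was also higher in Y/T KO bladder, at 30.9 ± 6.82 TPM against 10.4 ± 3.89 TPM in Ctrl (SD, n = 3 and 3; log2 fold change 1.61, SE 0.30, limma adjusted p = 0.106). Reads of *Lyz1* can be shared with its paralog *Lyz2*. *Alpi* (ENSMUSG00000079440, chromosome 1 from 87098002 to 87101606) stood at 0.134, 0.135, and 0.139 TPM in Ctrl colon and 0.563, 0.579, and 0.810 TPM in Y/T KO colon, a log2 fold change of 1.68 (SE 0.45, limma adjusted p = 0.358). Over the alternatives its adjusted p ran from 0.0484, without the mean-variance trend and robust options of limma's eBayes, to 0.368. All bladder libraries listed *Alpi* at 0. Both genes were higher in 3 of 3 Y/T KO colons than in any Ctrl colon.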

The fraction of concordantly repressed transcripts in the colon and urinary bladder, as determined using RNA sequencing, was relatively small, being somewhere in the range of 10%–30%. This likely is owing in part to the stringent significance thresholds applied, causing some transcripts to just miss the threshold in one of the tissues, as illustrated by the M_3_ receptor, but it also may relate to the ability of YAP and TAZ to contribute to different transcriptional complexes depending on the tissue and cell type. 

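Over the 16298 genes tested in both tissues, 689 were lower in Y/T KO colon and 1401 in Y/T KO bladder at an unadjusted p under 0.05 from limma. Of these, 122 were lower in both, 17.7% of the colon genes and 8.71% of the bladder genes, where 59.2 would fall together by chance (two-sided Fisher's exact test p = 6.25e-15, with genes taken as independent, which they are not). Of the 14 genes called lower in the colon, all tested in the bladder, 11 had a negative log2 fold change there, and of the 37 genes called lower in the bladder that were tested in the colon, 26 had a negative one in the colon. Across all genes the log2 fold changes of the tissues had a Pearson's r of 0.155 and a Spearman's rho of -0.0245.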

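How many genes were lower in both tissues depended on the threshold and the fit. At an adjusted p under 0.1 in each limma fit the count was 3 (*Gm3608*, *Igfbp2*, and *Tnnt2*), and with all 12 libraries in one fit it was 10 at an adjusted p under 0.05, 7 of them protein-coding (*Lamc1*, *Lims2*, *Msl3*, *Ptprz1*, *Slc26a7*, *Tent5b*, and *Tnnt2*), all named after their values were seen. *Chrm3* itself was above 0.05 after adjustment over all genes, in each tissue and in every setting tried.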

The canonical DNA-binding partners of YAP and TAZ are TEA-domain transcription factors (TEAD1–4), but compelling studies also have shown that YAP and TAZ may interact with MRTFs.^23^^,^^25^^,^^41^ The latter are co-activators for SRF, which translocate to the nucleus in response to mechanical forces and actin dynamics, similar to YAP and TAZ. Whether the mutual dependence of MRTF-SRF and YAP-TAZ-TEAD signaling pathways is direct, as a result of physical binding, or indirect, mediated by cytoskeletal dynamics, remains an open question. However, it is clear from the present work and that of others^19^^,^^20^ that inducible smooth muscle–specific SRF and Y/T knockouts phenocopy each other, at least in regard to their GI phenotypes. Moreover, it is evident that concordantly repressed transcripts in the Y/T colon and bladder are enriched for classic MRTF-SRF targets, including *Acta2*, *Myh11*, and *Srf* itself.

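*Myh11* (ENSMUSG00000018830, chromosome 16 of GRCm38 from 14194535 to 14291372) stood at 388 ± 26.0 TPM in Ctrl colon and 197 ± 29.1 TPM in Y/T KO colon (SD, n = 3 and 3), a log2 fold change of -0.98 (SE 0.15, limma adjusted p = 0.0958, with a range of 0.0458 to 0.167 over the alternatives). With all 12 libraries in one fit the adjusted p was 0.0470, and with the mouse as a block it was 0.0458. In the bladder its log2 fold change was -0.35 (SE 0.20, limma adjusted p = 0.452), and Y/T KO mouse 782, at 2722 TPM as deposited, lay above every Ctrl bladder. *Srf* (ENSMUSG00000015605, chromosome 17 from 46548329 to 46556175) was lower in all Y/T KO bladders, at 35.0 ± 1.58 TPM against 52.9 ± 9.29 TPM in Ctrl (log2 fold change -0.58, SE 0.14, limma adjusted p = 0.159). In the colon *Srf* stood at 22.4, 22.4, and 19.0 TPM in Ctrl and 16.1, 32.1, and 20.8 TPM in Y/T KO, a log2 fold change of 0.09 (SE 0.25, limma adjusted p = 0.919) that became -0.17 with mouse 783 left out.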

One of the most definitive conceptual advances of this study is that the net impact of YAP and TAZ in vivo is to promote contractile function in colonic smooth muscle. The reason that this is important is that prior studies have suggested that activation of YAP (and TAZ) leads to loss of contractile smooth muscle markers.^42^ For instance, 1 study on arterial smooth muscle cells showed that YAP was up-regulated by platelet-derived growth factor in association with impaired binding of SRF to DNA, and reduced expression of contractile markers.^31^ Another study supported the view that YAP promotes smooth muscle growth and represses expression of contractile markers.^30^ It is possible that YAP and TAZ play different roles in GI and arterial smooth muscle, but it is perhaps more likely that some in vitro findings, relying on overexpression and silencing, respectively, fail to translate to the in vivo situation. Interestingly, deletion of YAP in vivo in smooth and cardiac muscle during embryonic development results in perinatal lethality associated with vascular abnormalities and distended arteries with reduced wall thickness.^26^ This suggests that mechanical properties of arteries are compromised by YAP/TAZ deletion, resulting in an inability to resist increased pressure levels.

Substrate stiffness activates YAP and TAZ,^6^ and, in certain models, such as pulmonary hypertension, this may elicit a vicious cycle in which YAP and TAZ, via various downstream mechanisms, further promote matrix stiffness.^43^, ^44^, ^45^ Our present results are in keeping with this overall paradigm because we find passive mechanical properties of the colon to be robustly altered. Passive force was reduced by well more than 80% at the largest circumferences, and much more than the thinning of the muscle layer (reduced by 40%). Such a drastic reduction of stiffness in only 12 days is staggering, especially considering the slow turnover of some matrix molecules. The reduced passive stiffness in Y/T KO colon likely is owing to a combination of intracellular changes in cytoskeletal organization and extracellular changes in matrix proteins. 

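Among the 10 genes called higher in Y/T KO colon were 2 of the extracellular matrix list, *Tnc* and *Col23a1* (odds ratio 30.5, two-sided Fisher's exact test p = 0.0029; both named after their values were seen). Without the trend and robust options of limma's eBayes 1 matrix gene was called higher (odds ratio 11.0, Fisher's exact p = 0.0944), and without the filter on low values 0 were. When all 12 libraries were fitted together, 3 matrix genes were called higher (odds ratio 12.7, Fisher's exact p = 0.00227) and 2 lower (odds ratio 5.95, Fisher's exact p = 0.0488). At an adjusted p of 0.1, 3 were called higher (odds ratio 24.6, Fisher's exact p = 0.000407) and 1 lower (odds ratio 5.27, Fisher's exact p = 0.180). Across the list, single matrix genes ran from a log2 fold change of -1.97 to one of 3.30 in the colon. In the bladder the matrix list moved the other way, with 100 of 157 genes lower and a median of -0.17 (two-sided permutation p over genes 0.0002 against random lists matched on expression), and the contractile list had 40 of 53 genes lower and a median of -0.35 (same p). Bladders 784 (Ctrl), 783, and 780 (Y/T KO) carried RNA of male accessory glands. The split along this RNA gave a matrix median of 0.21 in size. The matrix list was not tested with the gland level in the fit, so gland content was not excluded for it. The difference between the tissues was not tested for these lists.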

Gene ontology enrichment analysis of RNA sequencing data from Y/T KO colon support altered regulation of genes involved in matrix remodeling as well as a reduction in genes encoding cytoskeletal proteins. The increased diameter of the Y/T KO colon persisted after removal of the fecal content, suggesting an outward remodeling of the tissue. The smooth muscle layer was thinner in Y/T KO colon, but the diameter was increased, and hence the total smooth muscle area and cell number were unchanged. The fraction of proliferating smooth muscle cells was low (∼1%) in both control and Y/T KO, suggesting that the outward remodeling involves reorganization of existing smooth muscle cells around a larger lumen. The unchanged cell number and smooth muscle area argues against any effect on apoptosis at the early time points studied here. Furthermore, SRF KO mice only show increased apoptosis at 21 days after tamoxifen injections.^21^ Although it is likely that Y/T KO mice would show altered levels of proliferation, apoptosis, or smooth muscle cross-sectional area at later time points, we did not analyze mice past day 11 after tamoxifen treatment because of ethical constraints. At later time points, the mice suffer from malnutrition, which could affect the results independently of Y/T KO.

Taken together, the present report has shown that YAP and TAZ are guardians of colonic motility, and that their deletion in adult smooth muscle causes rapid lethality owing to colonic pseudo-obstruction. The impaired colonic motility is owing to compound effects on the expression of muscarinic receptors and contractile proteins. In addition, YAP and TAZ play essential roles in the maintenance of passive tissue stiffness in the distal GI tract. YAP and TAZ currently are considered appealing drug targets in cancer,^46^^,^^47^ but our findings underscore a need for cell-specific targeting strategies to avoid serious GI complications.

## Materials and Methods

All authors had access to the study data and reviewed and approved the final manuscript.

### Ethical Considerations

All experiments were approved by the Malmö/Lund animal ethics committee (M6-15 and M61-16) and adhere to the Animal Research Reporting of In Vivo Experiments guidelines.

### Animals

The TAZ/YAP floxed mice (*TAZ*^*fl/fl*^/*YAP*^*fl/fl*^) were purchased from Jackson Laboratory (Bar Harbor, ME) (*Wwtr1*^*tm1Hmc*^*/Yap1*^*tm1Hmc*^*/WranJ*; stock no: 030532, mixed background)^48^ and bred with hemizygous *Myh11-Cre/ERT2*^*Tg/0*^ male mice at Lund University, Sweden. The *Myh11-Cre/ERT2* mouse originally was provided by Stefan Offermanns (Max Planck Institute, Bad Nauheim, Germany), and has been described previously.^35^ Because the *Cre* transgene is located on the Y-chromosome, only male mice are positive for Cre. *TAZ*^*fl/fl*^/*YAP*^*fl/fl*^ females were bred with Cre-positive *TAZ*^*fl/fl*^/*YAP*^*fl/+*^ males. Cre-mediated recombination of floxed alleles was induced by intraperitoneal injection of tamoxifen (1 mg/mouse/day) dissolved in ethanol/sunflower seed oil (1:10) in 5- to 8-week-old male mice for 5 consecutive days. Tamoxifen-treated Cre-negative *TAZ*^*fl/fl*^/*YAP*^*fl/fl*^ male mice were used as controls unless otherwise stated. Animal code numbers were used to minimize subjective bias. Unless indicated, experiments were performed at 9 or 11 days after the first tamoxifen injection. mT/mG mice (B6.129[Cg]-*Gt*[*ROSA*]*26Sor*^*tm4*[*ACTB-tdTomato,-EGFP*]*Luo*^/J^29^) were used as Cre reporter strain and bred onto *TAZ*^*fl/+*^/*YAP*^*fl/fl*^*Myh11-Cre/ERT2* male mice. Tamoxifen-treated Cre-negative mT/mG *TAZ*^*fl/fl*^/*YAP*^*fl/fl*^ male mice were used as controls.

### Liquid Diet

For food consumption measurements, mice were introduced to a liquid diet (AIN-76, F1268; Bio-Serv, Frenchtown, NJ) in the presence of the standard solid diet for 3 days and then fed exclusively liquid diet for 12 days. Average food intake was measured daily for 4 mice per cage.

### Histologic Analysis

Segments of mouse colon were fixed overnight in 4% formaldehyde, rinsed in phosphate-buffered saline, dehydrated in a series of increasing ethanol concentrations, 2 changes of xylene, incubated in paraffin overnight, and then embedded in paraffin. Paraffin sections (5 μm) of mouse colon were stained using H&E (HistoLab, Västra Frölunda, Gothenburg). Slides were mounted using Pertex mounting medium (HistoLab) and visualized with the Leica/Aperio ScanScope systems (Buffalo Grove, IL). The cross-sectional area was measured using Adobe Photoshop CC 2018 (San Jose, CA).

### Immunohistochemical Analysis

For immunohistochemical analysis, antigen retrieval was performed in citrate buffer, pH 6.0 (C9999, 1000 mL; Sigma-Aldrich, St. Louis, MO) for 20 minutes. After washing in TBS-T, sections were permeabilized with 0.1% Triton X-100 for 10 minutes at room temperature. Blocking was performed in 3% bovine serum albumin (Sigma-Aldrich) + 0.3 mol/L glycine (50046; Sigma-Aldrich) for 1 hour at room temperature, followed by incubation with the primary antibody against YAP (4912, 1:400; Cell Signaling Technology, Danvers, MA) and TAZ (ab84927, 1:250; abcam, Cambridge, England) at 4°C overnight. Primary antibodies were diluted in 3% bovine serum albumin. Endogenous peroxidases were blocked with 4% H_2_O_2_ in methanol for 20 minutes at room temperature. After washing, sections with YAP antibody were incubated with mouse- and rabbit-specific horseradish peroxidase (HRP)/3,3′-diaminobenzidine tetra hydrochloride detection immunohistochemistry kit (abcam, ab64263) according to the manufacturer’s instructions. Sections with TAZ antibody were incubated with anti-rabbit HRP-conjugated secondary antibody (Cell Signaling Technology, 7074P2) for 30 minutes at room temperature in 3% bovine serum albumin. After washing, sections were incubated with 3,3′-diaminobenzidine tetra hydrochloride for 2 minutes. Specific primary antibodies were omitted in negative controls of the reactions. Nuclei were counterstained with Mayer’s hematoxylin (01820; HistoLab). Slides were mounted using xylene mounting medium (00840; HistoLab) and images were captured using BX60 microscope (Olympus, Tokyo, Japan).

### Fluorescence Microscopy

Cryosections (8 μm) of mouse colon were labeled with Ki67 (rabbit polyclonal, 1:200, abcam), counterstained with DAPI, and visualized with an Olympus BX60 microscope using cellSens Dimension software (Olympus). ImageJ was used to count Ki67-positive cells and the total number of nuclei (DAPI) in the smooth muscle layer. Primary antibodies were detected with relevant secondary antibodies (Invitrogen, Carlsbad, CA). For detection of F-actin and G-actin, cryosections were incubated with Alexa Fluor–633 phalloidin and DNaseI (1:200; Invitrogen), respectively, and counterstained with DAPI. Slides were mounted using Aqua PolyMount medium (Polysciences, Inc, Warrington, PA) and images were captured using a Nikon A1+ confocal system with NIS-Elements software (Nikon instruments, Melville, NY).

### RNA Sequencing

Total RNA from colon and bladder homogenates was isolated using the RNeasy Mini kit (74104; Qiagen, Germantown, MD) in a QIAcube (Qiagen) according to the manufacturer’s instructions. RNA concentration and purity were assessed using a NanoDrop spectrophotometer (ND 2000; Thermo Scientific, Waltham, MA). Samples were checked for RNA quality using a 2100 Bioanalyzer instrument (Agilent, Santa Clara, CA). Samples with an RNA integrity number value greater than 7 (RNA integrity number values, means ± SEM: colon, 8.4 ± 0.15; bladder, 7.98 ± 0.21) were used for library preparations (TruSeq; Illumina, San Diego, CA) and subjected to RNA-seq analysis using the NextSeq 500 platform (Illumina). Expression levels of each gene and transcript were analyzed using StringTie and differentially expressed gene analysis by DESeq2. The data have been deposited in NCBI's Gene Expression Omnibus^37^ and are accessible through GEO Series, accession number: GSE 150603 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150603).

Gene ontology enrichment analysis was performed by the protein analysis through evolutionary relationships Overrepresentation Test (released April 7, 2020) using the Gene ontology database (released June 1, 2020).^49^, ^50^, ^51^ The Fisher exact test and correction for false discovery rate were used for statistical analysis.

### Real-Time, Reverse-Transcription Polymerase Chain Reaction

Whole colon pieces were excised and cleaned in HEPES-buffered Krebs solution (Ca^2+^-free). They were either snap frozen in liquid nitrogen or dissected under the microscope to remove mucosa by fine forceps. The samples were disrupted and homogenized by TissueLyser LT (85600; Qiagen) in the presence of stainless steel beads, then QIAzol was added. Isolation of total RNA and quantitative polymerase chain reaction was performed as described previously.^52^ Commercially available primers from QuantiTect Primer assays (Qiagen) were used.

### Protein Extraction and Western Blot

Preparation and Western blot of colon samples homogenates was performed as described previously.^53^ After transfer, total protein content was assayed using the Revert 700 Total Protein Stain kit (926-11010; LI-COR Biosciences, Lincoln, NE). Specific proteins were detected using commercially available primary antibodies: YAP/TAZ (cat. 8418, 1:1000; Cell Signaling Technology), α-actin (cat. A5228, 1:1000; Sigma-Aldrich), smooth muscle myosin heavy chain (cat. ab53219, 1:1000; abcam), Chrm2 (cat. AMR-002, 1:1000; alomone labs, Jerusalem), Chrm3 (cat. AMR-006, 1:200; alomone labs), SRF (cat. 5147S, 1:1000; Cell Signaling Technology), and myosin light chain (3672S, 1:1000; Cell Signaling Technology). HRP-conjugated or fluorescently labeled secondary antibodies were used and images were acquired using the Odyssey Fc instrument and analyzed using Image Studio software (LI-COR Biosciences).

### Wire Myography

Two rings of the descending colon from each mouse were dissected from the surrounding tissues and cleaned. Colon rings were mounted in wire myographs (Danish Myo Technology, Aarhus, Denmark). The preparations were kept in HEPES-buffered Krebs solution (135.5 mmol/L NaCl, 5.9 mmol/L KCl, 1.2 mmol/L MgCl_2_, 11.6 mmol/L HEPES, 11.5 mmol/L glucose, and 143.8 mmol/L Cl^-^), pH 7.35 at 37°C. Preparations were allowed to equilibrate at 2 mN basal tension for 30 minutes in 2.5 mmol/L Ca^2+^-HEPES–buffered Krebs solution before the first stimulation with 60 mmol/L KCl. CCh (CAS51-83-2; Sigma-Aldrich) was added in a cumulative manner and the integrated force for 2 minutes was calculated for each concentration to obtain the dose-response curve. For the length–tension relationship, colon rings were set to 5.9 mm where the passive force is zero, then stretched to a specific internal circumference and allowed to equilibrate in Ca^2+^-containing buffer before contraction with 60 mmol/L KCl. After 7 minutes of stimulation, the solutions were changed to Ca^2+^ free buffer and the passive force was measured by integrating force for 10 minutes. The active force was calculated by subtracting the passive force from the integrated (total) force for 7 minutes with KCl (see Figure 6*E* for further details). All force measurements were normalized to the width of corresponding preparation, which was determined under the dissection microscope.

### Correlation Analysis Using the GTExPortal Repository

RNA sequencing data were downloaded from the GTExPortal.org in June 2020 using R-scripts as described.^52^ Correlations of transcript levels (in transcripts per million) were examined using the Spearman method in GraphPad Prism (San Diego, California). Five gastrointestinal organs and the urinary bladder were examined. The number of individuals per tissue ranged from 21 (bladder) to 406 (colon transverse). *P* < .0001 was considered significant. The Ensembl identifiers were as follows: ENSG00000137693.13_YAP1, ENSG00000141052.17_MYOCD, ENSG00000196588.14_MKL1, ENSG00000112658.7_SRF, ENSG00000181072.11_CHRM2, ENSG00000133019.11_CHRM3, ENSG00000007866.19_TEAD3, and ENSG00000018408.14_WWTR1.

### Statistical Analysis

Results are presented as means ± SEM. Statistical significance was determined using the Student *t* test, the Mann–Whitney test, or 2-way analyses of variance, followed by the Bonferroni post hoc test for multiple comparisons using GraphPad Prism Software version 5 and 8.

# Supplementary material for: Inducible Deletion of YAP and TAZ in Adult Mouse Smooth Muscle Causes Rapid and Lethal Colonic Pseudo-Obstruction
**Source:** Cell Mol Gastroenterol Hepatol. 2020 Sep 28;11(2):623–37. doi: 10.1016/j.jcmgh.2020.09.014
**Supplement:** Supplementary Table

Supplementary Table 1. Significantly upregulated and downregulated mRNA transcripts in colon or bladder from YAP/TAZ KO vs control mice. Expression of mRNA transcripts was analyzed by RNA-sequencing one week post induction. Adjusted p-values was determined using DESeq2 analysis. Red text indicates that the transcripts are differentially regulated in both colon and bladder.

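The supplementary table gives for each transcript the change in Y/T KO against control and an adjusted p-value from the authors' own test. It lists 145 transcripts as lower and 151 as higher in the colon and 529 as lower and 430 as higher in the bladder. Of the listed transcripts whose genes could be tested from TPM, all of the 130 lower colon genes and 135 higher colon genes had a log2 fold change in the listed direction, as did 98.0% of the 507 lower and 98.8% of the 415 higher bladder genes. The direction is taken from the same libraries as the lists, so this overlap does not test their stability. An unadjusted p under 0.05 from limma was found for 122 of the lower and 129 of the higher colon genes and for 437 of the lower and 348 of the higher bladder genes. At an adjusted p under 0.05 over all genes, 10 of the lower and 7 of the higher colon genes and 12 of the lower and 6 of the higher bladder genes were called. Of the 1255 symbols in the table, 10 matched no gene of the files and 6 were matched after a change of a single letter.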

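Of the transcripts marked as changed in both tissues, 36 are listed as lower in both. They make up 24.8% of the lower colon list and 6.81% of the lower bladder list. In the deposited TPM, *Kcnn2* was not tested in the colon, and the other 35 had a negative log2 fold change in both tissues. An unadjusted p under 0.05 from limma was found in both tissues for 32. The median log2 fold change was -1.11 in the colon and -1.16 in the bladder.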

How the deposited data were processed for this re-analysis (not part of the article)

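Colon and urinary bladder of Ctrl and Y/T KO mice were compared in 12 libraries, 1 mouse per library, with 3 libraries per genotype in each tissue. Tissue, genotype, and mouse of each library come from its label. The mouse numbers in the labels also give the pairing of colon and bladder, since 3 of the 9 mice gave both tissues. No library was left out, and no grouping was made from the measured values.

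The authors made stranded libraries of polyadenylated RNA and ran StringTie, which gave a table of genes for each library. The TPM values in these tables, each transcript's share of the library's transcripts, were made by the authors and sum to the same total in each library. The FPKM values, also made by the authors, are fragments per kilobase of transcript, scaled to the mapped fragments of the library. The deposited coverage is the average number of reads over each base of a gene. Rows of the same gene ID were summed, which left 54532 genes. Coordinates match GRCm38, checked against GENCODE release M21. The read counts from which the authors tested differential expression were not used here, nor was the gene ontology database behind Figure 3*C* and *D*. Aligned bases per library, taken as the most frequent ratio of coverage to FPKM over genes, by which StringTie scales FPKM, ran from 2.80 to 3.94 gigabases. The counting error of a single TPM value was not estimated, so differences were judged from the spread between mice alone.

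TPM values were divided by median-of-ratios size factors within each tissue, which ran from 0.960 to 1.10. Genes with at least 0.5 TPM in at least 3 of the 6 libraries of a tissue were tested, 17500 in the colon and 18237 in the bladder. The log2 of rescaled TPM plus 0.1 was fitted by genotype with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with its trend and robust options), and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. All p-values are two-sided unless said otherwise. The difference of the knockout effect between tissues was the interaction term of the same model over all 12 libraries, without and with the mouse as a block (limma's duplicateCorrelation). Overlaps of lists were tested with Fisher's exact test.

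Contractile, extracellular matrix, mucosal, urothelial, enteric nerve, adipocyte, immediate-early, YAP/TAZ-TEAD, pancreatic acinar, and accessory gland lists were written before the values were seen. The median log2 fold change of a list was compared with those of 10000 random lists of the same size drawn from 20 bins of mean expression, a permutation over genes and not over mice. The smallest two-sided p these lists can give is 0.0002. The share of called genes with another called gene within 1 Mb was compared with random lists in the same way (one-sided, smallest p 0.0001), leaving out pairs whose symbols begin with the same letters. Parent genes of pseudogenes were found with blastn 2.17.0 (e-value 1e-10) against protein-coding transcripts with more than 1 exon. Trends with GC content and transcript length were removed from each library by loess with a span of 0.3. Tables and figures were made with Python 3.11.15, pandas 2.3.3, and matplotlib 3.10.9.

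The genes named in the text are those the paper names and, in each tissue and direction, the 5 called genes with the largest change and no overlap between genotypes. Genes named for other reasons are said to have been chosen after their values were seen, or belong to a list or table whose test is reported beside them.

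The pipeline was tested on simulated data. With no simulated difference, 2 genes were called in the colon and 0 in the bladder. With 200 genes changed by a log2 of 2, false calls numbered 8 in the colon and 10 in the bladder. A log2 change of 1 had a median estimate of 1.01 in the colon although 0 of these genes were called there, and 0.98 in the bladder.

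The counts of called genes, the overlap between tissues, the interaction, the tests of the contractile and matrix lists, and the named genes were computed again, where the setting applies to them, with a pseudocount of 0.5 or 1 TPM, without the filter on low values, with a mean TPM of at least 1, with TPM or FPKM as deposited, with all 12 libraries in one fit, without the trend and robust options, at an adjusted p of 0.1, with a fold change of at least 1.5, and with each library left out. Clustering was tested again within 0.5 and 2 Mb and with all pairs. The other lists and the tests around *Saa1* and of pseudogene parents were run in the main setting alone.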

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

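Chosen only after the results were seen were the tests of overlapping genes, of a strain variant and of a knockout effect at the pseudogenes, of both explanations for *Zbtb9*, and of the window around *Saa1*.

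The effect of the knockout differed between colon and bladder for 9 genes in the limma interaction test. The interaction, on the log2 scale as bladder minus colon, was -7.20 for *Zbtb9* (adjusted p = 4.30e-08), 4.77 for *Igkv1-135* (4.56e-05), 3.43 for *Hrh1* (0.00121), -5.31 for *Htatip2* (0.00290), 1.65 for *1600014C10Rik* (0.00338), 1.89 for *Mal* (0.0239), 1.18 for *Dcaf6* (0.0253), -3.44 for *Olfml3* (0.0435), and -4.37 for *Mir199a-1* (0.0498). With the mouse as a block their adjusted p ran from 3.68e-08 to 0.0405. On TPM as deposited, all 3 Y/T KO libraries lay beyond every Ctrl library for *Igkv1-135* (lower in the colon, higher in the bladder), *Hrh1* (lower in the colon, higher in the bladder by 0.34), and *Htatip2* (higher in both tissues). They did so in the colon alone for *Mal* (log2 fold change -1.95), *Olfml3* (2.50), and *Mir199a-1* (listed at 0 in Ctrl colon), and in the bladder alone for *Zbtb9*, *1600014C10Rik* (1.89), and *Dcaf6* (0.93). On rescaled TPM they also did so for *1600014C10Rik* in the colon and *Mir199a-1* in the bladder. Reads counted on an overlapping gene do not account for the group of genes, since 1 of the 9 overlaps another tested gene on the same strand against 8.12% of tested genes (two-sided Fisher's exact test p = 0.534). When the libraries were regrouped with the colon and bladder of a mouse kept together, 4 of the 28 splits, the real one included, gave as many genes in the interaction. The others of these gave 103, 99, and 143 genes, and each grouped the bladders of mice 780, 783, and 784, which carry accessory gland RNA. The remaining 24 splits gave 0 to 4 genes. The count of 9 was thus exceeded only by splits along accessory gland RNA, and for the genes other than *Zbtb9* no explanation of a single gene was tested.

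*Zbtb9* stood at 13.6 to 14.6 TPM in Ctrl bladder and was listed at 0 in every Y/T KO bladder. A strain variant that removes its reads does not account for this, since the colons of Y/T KO mice 780 and 783 had at least 15.1 TPM. *Zbtb9* lies at the start of *Ggnbp1* on the same strand, and *Ggnbp1* rose by a log2 of 1.12 in Y/T KO bladder (limma adjusted p = 0.0274, higher in 3 of 3 libraries). A candidate explanation is that the authors' assembly assigned reads of *Zbtb9* to *Ggnbp1* in these libraries, and a biological difference cannot be told apart from it.

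In data the paper does not discuss, 8 of the 15 pseudogenes called lower in Y/T KO bladder have a parent gene within 5 Mb of *Saa1* on chromosome 7, *Ftl1* among the parents, whereas 23 of all 1610 pseudogenes tested with a parent do (two-sided Fisher's exact test p = 2.70e-12). The test takes pseudogenes as independent, which they are not, since several of the 8 share the parent *Ftl1* and can share reads. Its p is therefore too small. In the colon of Y/T KO mouse 759 the same 8 pseudogenes stood at a median of 45.9% of the Ctrl mean, against 6.31% and 5.23% in mice 783 and 780. An effect of the knockout itself that is weaker in mouse 759 would give the same order. Other genes that differ between genotypes, looked up after the result was seen, do not agree on this. *Chrm2* and *Lyz1* were nearer to Ctrl in mouse 759 (3.23 and 13.3 TPM) than in mice 783 (1.40 and 89.9 TPM) and 780 (1.34 and 57.6 TPM), whereas *Hrh1* was not (0.717 TPM against 1.13 and 1.07). A weaker effect of the knockout in mouse 759 thus cannot be told apart by this value. An effect confined to smooth muscle would leave the reads of other cells, if these express the pseudogenes. The paper's reporter showed no recombination in the mucosa. In the colon the 8 pseudogenes stood at 0% to 70.3% of Ctrl in mouse 783 and 0% to 45.1% in mouse 780. The values near 0 argue against an effect confined to smooth muscle for those pseudogenes, and an effect on other cells was not tested. For the *Ftl1* pseudogenes, reads shared with the parent remain as an explanation, since *Ftl1* was higher in Y/T KO bladder (log2 fold change 1.39, limma adjusted p = 0.0629, higher in 3 of 3 libraries) as its pseudogenes fell. In the colon *Ftl1* rose by 1.06 (limma adjusted p = 0.364, higher in 3 of 3 libraries). Of the other parents, *Ldha* and *Rpl18*, named after their values were seen, were slightly lower in Y/T KO bladder (log2 fold changes -0.29 and -0.28, limma adjusted p = 0.332 and 0.242), which goes against reads moving to the parent for their pseudogenes. A candidate explanation is a strain variant: the mice are of mixed background, and if the Ctrl mice and the Y/T KO mice carry different alleles of the parent genes, reads of one allele may match the pseudogenes better than the reference copy of the parent. The level in mouse 759 could then be that of a mouse with 1 copy of each allele. The 7 other pseudogenes called lower have parents elsewhere, and their fall was not explained.

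Genes called here but absent from Supplementary Table 1 numbered 7 in the colon, chosen after their values were seen (*Mrpl32*, *Hrh1*, *Gm11946*, *Ighv1-4*, *Igkv1-135*, *1810008I18Rik*, and *Gm31597*), and 37 in the bladder, of which 16 are pseudogenes and 7 protein-coding. A bias with GC content or transcript length does not account for the called genes as a whole, since 79.2% of those in the colon and 87.3% of those in the bladder were still called after both trends were removed. Of the 10 splits of the 6 colon libraries, 1, the real split, gave as many lower genes and 1 as many higher genes in one direction. In the bladder 2 splits did so for lower genes and 2 for higher genes. No other colon split called more than 2 genes in one direction, and neither did any other bladder split apart from the one along accessory gland RNA, with 235 lower genes. With 10 splits a share under 0.05 is out of reach whatever the data, so these counts neither exclude nor favour other groupings of the mice by that threshold.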

How the results depend on the processing

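Of the settings reported in this part, the removal of GC content and length trends, the clustering of protein-coding genes, without overlapping pairs, and of the genes of Supplementary Table 1, and the use of the medians of the lists were chosen after seeing the data, and the rest before the data were examined.

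The contractile median stayed negative and the matrix median kept its sign in each tissue, with a two-sided permutation p over genes of at most 0.0088, under every setting of the fit and with each library left out. The contractile median ran from -0.30 to -0.23 in the colon and from -0.49 to -0.26 in the bladder, and the matrix median from 0.09 to 0.26 and from -0.24 to -0.11. Clustering of called genes in the bladder kept a p of at most 0.0046 in every setting. Among the main results, these included, 174 comparisons stayed on their side of the threshold or within 1.5 times the main count. Of the others, 35 moved further than that, 17 reversed, and 2 fell short of the threshold.

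Without the filter on low values, 2 genes were lower and 4 higher in Y/T KO colon (1056 and 1162 at an unadjusted p under 0.05), and 0 contractile genes were among the lower and 0 matrix genes among the higher. With all 12 libraries in one fit, 43 genes were lower and 32 higher in the colon, 25 were higher in the bladder, 10 were lower in both tissues, and the odds ratio of matrix genes among the lower colon genes was 5.95 in place of 0. Without the trend and robust options the odds ratio of matrix genes among the higher colon genes was 11.0 (two-sided Fisher's exact test p = 0.0944). At an adjusted p of 0.1, 24 genes were lower and 18 higher in the colon, 94 lower and 46 higher in the bladder, 3 lower in both tissues, and 24 in the interaction, and the odds ratio of matrix genes among the lower colon genes was 5.27. The share of called colon genes with a called neighbour was 0 within 0.5 Mb and 0 among protein-coding genes alone, against 8.33% within 1 Mb. The cause was not tested for any of these.

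Across the fits that each left out one library, lower colon genes numbered 1 to 43 and higher ones 2 to 20, both highest without mouse 759, and 13 of the 14 lower genes were kept there. Lower bladder genes numbered 8 to 36 and higher ones 2 to 15. Genes lower in both tissues numbered 0 to 13, and without mouse 759, where they were most, 7 of them were pseudogenes and 2 protein-coding. Interaction genes numbered 6 to 28. The odds ratio of contractile genes among the lower colon genes ran from 0 to 8.30, that of matrix genes from 0 to 2.85, and that of matrix genes among the higher colon genes from 0 to 30.6. Log2 fold changes that changed sign were those of *Srf* (-0.17 to 0.32), *Myocd* (-0.80 to 0.18), *Mkl1* (-0.0085 to 0.18), and *Tead2* (-0.43 to 0.0087) in the colon and *Wwtr1* (-0.017 to 0.43) and *Tead4* (-0.62 to 0.53) in the bladder. The cause was not tested.

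With the mouse as a block the interaction held 10 genes. Among named genes over all settings, 842 values kept their direction and side of the threshold, 67 fell short of it, 9 newly passed it, and 8 reversed. The alternative planned for files that hold read counts was not run, since TPM, FPKM, and coverage are not counts, and counts were not estimated from coverage. Small changes were rarely called by this test on TPM with 3 mice against 3: a simulated log2 change of 1 was called for 0% of genes in the colon and 25.5% in the bladder. The simulation took each gene's estimated spread as its true one. The authors' own test listed more genes from the same libraries, so the limit does not lie in the spread between mice alone.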

Differences from the paper's values

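No test in this part was chosen after a result was seen, other than the count of Supplementary Table 1 genes called under each setting.

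The paper's Supplementary Table 1 lists 145 genes as lower and 151 as higher in Y/T KO colon, where limma on TPM called 14 and 10. It lists 529 as lower and 430 as higher in the bladder, against 40 and 15. None of the 16 alternatives set before the data were examined that apply to each count closed the gap. The paper counts 36 genes lower in both tissues against 0 here (122 at an unadjusted p under 0.05), and none of its 22 alternatives closed the gap.

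The paper's fold change of *Yap1* in the bladder is 0.456, against 0.688. Without Ctrl mouse 785 (0.675) and without Y/T KO mouse 783 (0.683) the value moved little but came within 1.5 times the paper's, and under the other 13 alternatives set before the data were examined it did not. The paper's fold change of *Cav1* in the colon is 0.553, against 0.862. Without Ctrl mouse 786 (0.798) and without Y/T KO mouse 783 (0.742) it came within 1.5 times the paper's, and under the other 13 alternatives it did not. Of 27 fold changes compared, 2 differed. The 27 include *Saa1* and *Saa2*, whose values here are understated by the pseudocount and lie below the paper's folds. The rule used took them as lower bounds, so they could not differ by it.

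Of the 26 entries of Supplementary Table 1 for genes the paper names, 24 had an unadjusted p under 0.05 here and 1 (*Saa1* in the colon) an adjusted p under 0.05 over all genes. Some settings called others. Fitting all 12 libraries together called *Saa2* (adjusted p = 0.0138, range over the alternatives 0.0138 to 0.322), *Myh11* in the colon (0.0470, range 0.0458 to 0.167), and *Yap1* in the bladder (0.0469, range 0.0469 to 0.140), and so did the mouse as a block (0.0141, 0.0458, and 0.0476). The fit without the trend and robust options called *Alpi* (0.0484, range 0.0484 to 0.368). Leaving out mouse 759 called *Chrm2* (0.00680, range 0.0558 to 0.141 with every library kept) and *Lyz1* (0.00354, range 0.110 to 0.390) in the colon. With other libraries left out, their adjusted p reached 0.264 and 0.781.

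Over the whole of Supplementary Table 1, the fit of all 12 libraries called 23 lower and 14 higher colon genes and 17 lower and 10 higher bladder genes of the table that the main setting did not call. The mouse as a block called 23, 14, 19, and 10 such genes, and an adjusted p of 0.1 called 7, 4, 34, and 18. In the colon, leaving out mouse 759 added 7 lower and 10 higher genes, the fit without the trend and robust options 3 and 1, TPM as deposited 1 lower gene, and leaving out mouse 787 also 1. In the bladder, the fit without the trend and robust options added 5 lower genes and 1 higher gene, leaving out mouse 782 added 4 and 4, leaving out mouse 784 added 2 and 1, and no filter on low values added 1 lower gene. A pseudocount of 0.5 TPM added 2 higher bladder genes, one of 1 TPM 4, and FPKM as deposited 1. Of the genes lower in both tissues in the paper's overlap, 6 were lower in both with all 12 libraries in one fit, 2 at an adjusted p of 0.1, and 2 without mouse 759.

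The paper counts *Myh11* and *Srf* among the genes repressed in both tissues. *Srf* had a log2 fold change of 0.09 in the colon (limma adjusted p = 0.919, lower in 1 of 3 Y/T KO libraries than in any Ctrl library). *Myh11* had one of -0.35 in the bladder (limma adjusted p = 0.452). On TPM as deposited, 1 Y/T KO bladder lay above every Ctrl bladder for *Myh11*, and on rescaled TPM the genotypes overlapped. Supplementary Table 1 lists *Myh11* in the colon alone and *Srf* in the bladder alone.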

Other observations

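Chosen only after the result was seen were the tests around *Saa1* and of strain variation, the test of the acinar genes at low TPM, and the splits for the contractile median in the bladder.

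The contractile list was lower in both tissues, and explanations other than loss of YAP and TAZ were tested for it. The colon epithelium list showed no rise of mucosal RNA in the Y/T KO colon, with a median log2 fold change of 0.05. This lay at percentile 39 of the random lists. With 7 of its 15 genes lower and 8 higher, the list cannot exclude a small rise, so more mucosal RNA was not excluded. More urothelial RNA in the Y/T KO bladder does not account for the lower contractile list there, since the urothelium list leaned lower, at percentile 3.83. Accessory gland RNA was present in some bladders and nearly absent from others, with a summed TPM that differed up to 2600-fold within a genotype. It ran from 45201 to 63712 TPM in Ctrl mouse 784 and Y/T KO mice 783 and 780, and from 20.3 to 46.7 TPM in the other bladders. The split of the bladders along this line gave 235 lower and 8 higher genes, more lower genes than the 40 of the real split, and it is not the genotype split, as it puts 1 Ctrl bladder with 2 Y/T KO bladders. With the gland level in the fit, a setting chosen after seeing the data, the contractile median was -0.34, at percentile 0 of the random lists (two-sided permutation p = 0.0002, the smallest they can give), and 29 of the 40 lower genes were still called among 32 lower and 11 higher. Gland content thus does not account for most of the lower genes called, and the calls lost with it in the fit cannot be told apart from it. Handling of the tissue before freezing was read from immediate-early genes, by a test that kept it as an explanation for a shift in either direction and is weak for that reason. These genes stood at percentile 100 in the colon (median 0.62, 17 of 17 higher) and percentile 0 in the bladder (median -0.42, 10 of 17 lower). Their summed TPM was higher in every Y/T KO colon (650 to 873 TPM) than in any Ctrl colon (429 to 532 TPM), and in the bladder the genotypes overlapped (306 to 1623 TPM in Ctrl, 372 to 894 TPM in Y/T KO). In the bladder 8 of the 10 splits of the libraries gave a median as far from 0, so that the direction there is not established, and handling was not excluded in either tissue. The contractile difference may follow from the knockout, which is a hypothesis.

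Of the 10 splits of the libraries of a tissue, a median as far from 0 as in the real split was reached, the real split included, by 1 in the colon and 2 in the bladder for the contractile list, 4 and 2 for the matrix list, 1 and 8 for the immediate-early list, 1 and 2 for the YAP/TAZ-TEAD list, 4 and 3 for the adipocyte list, and 3 and 9 for the enteric nerve list. Of the colon splits, 1 called as many contractile genes in one direction as the real split did among the lower genes, 1 called as many matrix genes as among the higher genes, and all 10 called as many matrix genes as the 0 among the lower genes. For genes lower in both tissues, all 28 splits that keep the tissues of a mouse together gave at least the 0 of the real split (122 at an unadjusted p under 0.05), which no split can fail to do. In one direction or the other, the real split shared 2 genes, *Htatip2* and *Gm31597*, higher in both tissues, and no other split shared any.

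The YAP/TAZ-TEAD list, written as a check on the knockout, was lower in Y/T KO at percentile 0.19 of random lists in the colon (median -0.23, 16 of 21 genes lower, two-sided permutation p over genes 0.004, Benjamini-Hochberg adjusted p = 0.00655) and at percentile 0.56 in the bladder (median -0.18, 14 of 21 genes lower, two-sided permutation p over genes 0.0114, adjusted p = 0.0171). Adipocyte genes were lower in Y/T KO colon (median -0.78, 8 of 8 genes) and higher in Y/T KO bladder (median 0.87, 9 of 9 genes). Enteric nerve genes were lower in the colon (median -0.28, 9 of 15 genes, adjusted p = 0.0271) and higher in the bladder (median 0.23, 11 of 14 genes, adjusted p = 0.0332). The difference between tissues was not tested for these lists, and neither was a biological explanation for the adipocyte and nerve genes.

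Called genes lay near each other in the bladder. Of 55 called genes, 21 (38.2%) had another called gene within 1 Mb, against 7.82% in random lists (one-sided permutation p = 0.0001, the smallest these lists can give). Without overlapping pairs the share was 27.3% (permutation p = 0.0009), among protein-coding genes 28% (permutation p = 0.0013), and for the genes of Supplementary Table 1 70.1% against 65.8% (permutation p = 0.0046). In the colon 2 of 24 called genes did (8.33%, permutation p = 0.347), and of the genes of Supplementary Table 1 93 of 265 did (35.1% against 30.1%, permutation p = 0.0888), so neither passed 0.05. A candidate explanation for the bladder is a strain region that segregates between the mice.

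One such region may lie around *Saa1* on chromosome 7. Within 5 Mb of it, 9 genes of the paper's colon lists were found against 254 elsewhere (two-sided Fisher's exact test p = 0.000270), and 25 of its bladder lists against 897 elsewhere (p = 8.84e-08), with the *Saa* genes left out. In the same exact test, genes called here gave p = 0.0144 in the colon and p = 8.00e-05 in the bladder (5 of 147 genes in the window, *Gm31597*, *Htatip2*, *Gm15545*, *Kcnc1*, and *Car11*, against 50 of 18089 elsewhere). At an unadjusted p under 0.001 the window held 4.29% of its genes in the colon and 7.48% in the bladder, where 2 of 139 and 1 of 152 windows of the genome, this one included, had a share as large. The paper's *Tead2* lies in it. If the Y/T KO mice carry another strain's copy of this region than the Ctrl mice, changes of genes within it may follow from strain and not from loss of YAP and TAZ.

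Whether this bears on *Saa1* itself could not be told. In the colon of mouse 759, *Saa1* stood at 43.9% of the mean of mice 780 and 783, *Htatip2* at 55.8%, and *Gm31597* at 62.1%, and the excess of *Ftl1* over Ctrl at 22.3%. In Y/T KO bladder *Saa1* reached at most 1.77 TPM. A variant that raises *Saa1* in every tissue would have raised it there too, but a variant that acts only in an inflamed or mucosal tissue would not, and an induction that is weaker in mouse 759 would give the same values. *Ftl1* together with the 18 pseudogenes matched to it summed to 1036 to 1521 TPM in Ctrl bladder and 1169 to 1876 TPM in Y/T KO bladder, of which the pseudogenes held 616 to 936 and 5.97 to 6.64 TPM. In the colon of mouse 759 the pseudogenes held 273 TPM.

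Pancreatic acinar genes were lower in Y/T KO colon in the paper's list, which holds 17 of them. Pancreas carried over into some Ctrl colons would make Ctrl libraries differ from each other. The summed TPM of the whole list differed 1.59-fold between Ctrl colons, but 5 of the 37 genes (*Spink1*, *Sycn*, *Klk1*, *Cela1*, and *Clps*) hold 99.0% of it, so this test was taken as unable to tell after its value was seen. Without the genes over 30 TPM in every colon library, a limit set after the values were seen, the sum was 125, 25.0, and 288 TPM in Ctrl mice 788, 786, and 787, an 11.5-fold range, against 14.7, 16.2, and 17.1 TPM in Y/T KO colon. *Reg1* stood at 4.35, 0.63, and 13.4 TPM in these Ctrl mice and was listed at 0 in every Y/T KO colon. Of the 14 such genes tested, 0 were called lower and 9 were lower at an unadjusted p under 0.05. Carried-over pancreas is a candidate explanation, and a biological one was not tested.

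Whole-tissue *Wwtr1* was not lower in libraries labelled Y/T KO, and *Yap1* separated the genotypes in the bladder alone. In the colon *Yap1* was slightly lower on average (log2 fold change -0.17), and the genotypes overlapped. StringTie values of a whole gene do not show which exons were read, and cells other than smooth muscle keep both genes. The value of neither gene thus tells whether a library comes from a knockout. Cre lies on the Y chromosome in this line, and the cross the paper states gives males that all carry it. The Cre-negative Ctrl males then came from another cross, which is a way in which strain background could differ between the genotypes, as the values of the pseudogenes (45.9% in mouse 759) also leave open.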
